# High-Throughput Transcriptomics of *Celf1* Conditional Knockout Lens Identifies Downstream Networks Linked to Cataract Pathology

**DOI:** 10.3390/cells12071070

**Published:** 2023-04-01

**Authors:** Archana D. Siddam, Matthieu Duot, Sarah Y. Coomson, Deepti Anand, Sandeep Aryal, Bailey A. T. Weatherbee, Yann Audic, Luc Paillard, Salil A. Lachke

**Keywords:** lens, eye, cataracts, RNA-binding protein, Cugbp1, development, post-transcriptional control, transcriptome, RNA-sequencing, microarrays

## Abstract

Defects in the development of the ocular lens can cause congenital cataracts. To understand the various etiologies of congenital cataracts, it is important to characterize the genes linked to this developmental defect and to define their downstream pathways that are relevant to lens biology and pathology. Deficiency or alteration of several RNA-binding proteins, including the conserved RBP Celf1 (CUGBP Elav-like family member 1), has been described to cause lens defects and early onset cataracts in animal models and/or humans. Celf1 is involved in various aspects of post-transcriptional gene expression control, including regulation of mRNA stability/decay, alternative splicing and translation. *Celf1* germline knockout mice and lens conditional knockout (*Celf1*^cKO^) mice develop fully penetrant cataracts in early postnatal stages. To define the genome-level changes in RNA transcripts that result from *Celf1* deficiency, we performed high-throughput RNA-sequencing of *Celf1*^cKO^ mouse lenses at postnatal day (P) 0. *Celf1*^cKO^ lenses exhibit 987 differentially expressed genes (DEGs) at cut-offs of >1.0 log2 counts per million (CPM), ≥±0.58 log2 fold-change and <0.05 false discovery rate (FDR). Of these, 327 RNAs were reduced while 660 were elevated in *Celf1*^cKO^ lenses. The DEGs were subjected to various downstream analyses including iSyTE lens enriched-expression, presence in Cat-map, and gene ontology (GO) and representation of regulatory pathways. Further, a comparative analysis was done with previously generated microarray datasets on *Celf1*^cKO^ lenses P0 and P6. Together, these analyses validated and prioritized several key genes mis-expressed in *Celf1*^cKO^ lenses that are relevant to lens biology, including known cataract-linked genes (e.g., *Cryab*, *Cryba2*, *Cryba4*, *Crybb1*, *Crybb2*, *Cryga*, *Crygb*, *Crygc*, *Crygd*, *Cryge*, *Crygf*, *Dnase2b*, *Bfsp1*, *Gja3*, *Pxdn*, *Sparc*, *Tdrd7*, etc.) as well as novel candidates (e.g., *Ell2* and *Prdm16*). Together, these data have defined the alterations in lens transcriptome caused by Celf1 deficiency, in turn uncovering downstream genes and pathways (e.g., structural constituents of eye lenses, lens fiber cell differentiation, etc.) associated with lens development and early-onset cataracts.

## 1. Introduction

Morphogenesis of the vertebrate ocular lens has been studied for over 100 years [1]. In addition to uncovering key principles in developmental biology, understanding the process of lens formation has helped identify genetic causes underlying human lens defects, such as congenital cataracts [2,3]. Indeed, thus far, several regulatory pathways involved in lens development have been identified [4]. While the majority of these studies were focused on signaling and transcriptional regulation [4,5], research over the past ~10 years has shown that RNA-binding protein (RBP)-based post-transcriptional control of gene expression plays key roles in lens development [6,7]. These findings have shown that the expressions of several RBPs, namely, Caprin2, Celf1 (Cugbp1), Rbm24 and Tdrd7, are conserved in lens development across multiple vertebrate species [8,9,10,11,12,13,14,15,16]. Deficiency or mutation in these RBPs in animal models or humans are associated with eye and/or lens defects/cataracts [17,18,19,20,21,22,23]. Functional studies have indicated that these RBPs have a distinct role in spatiotemporal control over key factors in lens development. However, compared to our understanding of signaling and transcription, our knowledge on lens regulatory networks impacted by perturbation of these RBPs is limited.

Celf1 has three RNA-recognition motifs (RRMs) that allow it to bind to its target RNAs and is known to mediate RNA localization, decay/stability, alternative splicing and translation [24,25,26,27]. It has been shown that in the majority of the cases, binding of Celf1 protein to its target mRNA results in the destabilization of the latter [28]. Previously, we demonstrated that *Celf1* germline knockout (KO) or conditional KO (cKO) in the lens results in fully penetrant congenital cataracts in mice. Celf1-knockdown in fish and frogs also results in lens defects, suggesting that Celf1 plays an important role in vertebrate lens development [9]. We previously characterized specific aspects of Celf1 deficiency-based lens defects in mice, demonstrating that Celf1-mediated negative control at the translational level over the cyclin-D kinase inhibitor p27^Kip1^ was important for achieving optimal phosphorylation of nuclear lamin proteins, which in turn is critical for fiber cell nuclear envelope breakdown in normal lens development. This, in addition to Celf1′s positive control of mRNA expression levels of the nuclease Dnase2b, was found to be necessary for nuclear degradation in fiber cells [9]. Subsequently, we showed that Celf1 also played a role in achieving proper protein levels and spatiotemporal distribution of key transcription factors (TFs) in the lens. Indeed, Celf1 was found to be necessary for restriction of the expression of Prox1 protein to fiber cells and that of Pax6 to the anterior epithelium of the lens (AEL), as well as early fiber differentiating cells in normal lens development [10].

While these studies have uncovered specific aspects of Celf1 function in the lens, high-throughput RNA-sequencing (RNA-seq)-based transcriptome analyses of Celf1-deficient mouse lenses has not been described. Such an analysis will identify, on the genome-level, different mRNAs that are altered upon Celf1 deficiency, shedding further light on Celf1′s role in lens development and offering new explanations regarding how alterations in its downstream pathways may contribute to lens pathology in *Celf1*^cKO^ mice. In the present study, we address this critical knowledge gap by performing RNA-seq analysis on newborn lenses from *Celf1*^cKO^ mice and identifying cohorts of differentially expressed genes (e.g., *Cryab*, *Cryba2*, *Cryba4*, *Crybb1*, *Crybb2*, *Cryga*, *Crygb*, *Crygc*, *Crygd*, *Cryge*, *Crygf*, *Dnase2b*, *Bfsp1*, *Gja3*, *Pxdn*, *Sparc*, *Tdrd7*, etc.) and pathways (e.g., structural constituents of eye lens, lens development in camera-type eye, lens fiber cell differentiation, etc.) associated with lens development and cataracts.

## 2. Materials and Methods

### 2.1. Animals

The University of Delaware Institutional Animal Care and Use Committee (IACUC) reviewed and approved the animal protocols described in this study. The Association for Research in Vision and Ophthalmology (ARVO) statement for the use of animals in ophthalmic and vision research was followed for animal experiments. The strategy for generating *Celf1* lens-specific conditional knockout mice is previously described [9]. Briefly, breeding was set up to generate mice (referred to as *Celf1*^cKO^) carrying one *Celf1* germline knockout allele, (referred to as *Celf1^lacZKI^*), one *Celf1* conditional knockout allele (exon five flanked by *loxP* sites, referred to as *Celf1^flox^*) and the lens Cre deleter mouse line P0-3.9GFPCre (The Jackson Laboratory: 024578; henceforth referred to as *Pax6GFPCre*) that initiates Cre expression in the lens placode at embryonic day E9.5 [8,9,29]. GFPCre protein is detected to be highly and predominantly expressed in cells of the lens and pancreatic lineage in this deleter line [29,30], which has been used for generating lens-conditional knockout [8,9,10,29,31]. In the past, mice heterozygous for the *Pax6GFPCre* allele were not found to exhibit any lens defects and were used as a control [9]. *Celf1^flox^* mice without the *Cre* allele were used as a control unless otherwise noted. Briefly, the breeding scheme was as follows. Mice containing *Celf1^lacZKI^* allele were crossed with *Pax6GFPCre* transgenic mouse line to generate *Pax6GFPCre*:*Celf1^lacZKI^*. These were in turn crossed with mice homozygous for the *Celf1* allele in *loxP* sites flank exon 5 (*Celf1^flox/flox^*) to generate mice that carried one allele of Pax6GFPCre, one allele of *Celf1^lacZKI^* and one allele of *Celf1^flox^*. These mice were of mixed backgrounds with contributions from C57BL/6 and FVB strains. Plugs were checked and the day of birth was designated as postnatal day 0 (P0).

### 2.2. Lens RNA Isolation

Lens tissue was micro-dissected from the control and *Celf1*^cKO^ mice, flash-frozen on dry ice and stored at −80 °C until further use. Two P0 lenses were pooled per biological replicate, and three biological replicates each were used for the control and *Celf1*^cKO^ mice for RNA isolation using the RNeasy mini kit (Qiagen, Germantown, TN, USA) for RNA-sequencing. For microarray analysis, total RNA was isolated using RNeasy mini kit (Qiagen) from P6 lenses (1 lens per biological replicate) from *Celf1*^cKO^ and control (*Celf1^lacZKI/+^*) mice. RNA quality was evaluated by Bioanalyzer at the University of Delaware and RNA samples with an RNA quality number (RQN) above 8 were considered for microarrays or library preparation and RNA-sequencing.

### 2.3. RNA-Sequencing and Analysis

Total RNA from the control and *Celf1*^cKO^ P0 mouse lens tissue was used for RNA-sequencing (strand-specific, paired-end 150 bp-libraries) using the Illumina HiSeq 2500 sequencer at the University of Kansas Medical Center Genomics Core. FastQC was used to evaluate the quality of raw paired-end reads. The RNA-sequencing data reported here is submitted to the NCBI Gene Expression Omnibus (GEO) database under series GSE227293. Raw sequences were trimmed to remove the adaptor sequence. Trimmed sequences were aligned on to the mouse genome (GRCm38.p6) with the STAR software (STAR(2.7.8a)) [32], and only uniquely mapped reads were retained for downstream analysis. Reads were associated to genes by featureCount (v2.0.0) [33], and only genes with >0.2 CPM (counts per million) were considered for differential gene expression analysis. The R package edgeR [34] was used to identify differentially expressed genes (DEGs), Fold Change (FC) > 1.5 (|logFC| > 0.58), False Discovery Rate (FDR) < 0.05 and an average expression in log2 CPM > 1.0.

### 2.4. Microarray Analysis

Total RNA from *Celf1*^cKO^ and control (*Celf1^lacZKI/+^*) mouse lenses at stage P6 were isolated as stated above and microarray analysis was performed using the MouseWG-6 v2.0 BeadChip platform (Illumina, San Diego, CA, USA) following previously described protocols [9]. The previously unreported microarray data on stage P6 is submitted to NCBI Gene Expression Omnibus (GEO) database under series GSE225303. Previously generated microarray data on *Celf1*^cKO^ and control (wild-type) mouse lenses at stage P0 (deposited in GEO, GSE101393) was also used for comparative analysis in the present study. For these datasets, gene expression was estimated based on the fluorescence signal intensity of probes associated to specific genes. In cases where multiple probes were associated to the same gene, the expression of the gene was calculated as the logarithmic average of the signals from all probes assigned to the gene. Only the probes that had a fluorescence signal intensity significantly higher than background in at least two samples were retained for downstream differential gene expression analysis. The R package edgeR [34] was used to identify DEGs, with FC > 1.5 (|logFC| > 0.58), FDR <0.05 and an average expression signal > 2 5 (LogSignal > 4.6) cut-offs.

### 2.5. Prioritization of DEGs by Cat-Map, iSyTE, Expression in Fiber vs. Epi, and Pathway Analysis

*Celf1*^cKO^ lens DEGs were examined in the context of Cat-Map, iSyTE, preferential expression in lens fiber cells vs. epithelial cells, and pathway analysis as follows.

#### 2.5.1. Cat-Map: Cataract Associated Genes

*Celf1*^cKO^ lens DEGs known to be associated with cataracts were identified by comparing individual gene names (mouse gene name) for DEGs to the 454 genes (human gene name) listed in the database CatMap (vOct 21) [35]. This identified a subset of genes that were differentially expressed in *Celf1*^cKO^ lenses and whose deficiency or alterations were also associated with human cataracts.

#### 2.5.2. iSyTE: Gene Expression Enrichment in the Lens

To determine the expression enrichment score of the *Celf1*^cKO^ lens DEGs in the normal lens—compared to the whole embryonic body (WB)—in different development stages, we used the database iSyTE [36]. iSyTE contains microarray data from normal mouse lenses at different development stages and the WB reference dataset. The lens-enriched expression scores of the *Celf1*^cKO^ lens DEGs were calculated as the maximum expression of the genes at either E10.5, E12.5, E14.5, E16.5, E17.5, E19.5 or P0, normalized by their expression WB. *Celf1*^cKO^ lens DEGs with an expression enrichment score >1.5 (|logFC| > 0.58) were considered to have enriched expression in normal lens development.

#### 2.5.3. *Celf1*^cKO^ DEGs Preferentially Expressed in Normal Lens Fiber Cells or Epithelial Cells

To identify *Celf1*^cKO^ DEGs preferentially expressed in either normal lens fiber cells (FCs) or the anterior epithelial lens (AEL; also referred to as lens epithelial cells) previously generated data on these lens cell types was used [37]. This data is based on RNA-seq analysis on wild-type (WT) mice at stage P0, which identified 3516 and 3975 genes to be preferentially expressed in FCs and AEL, respectively, based on cut-offs of padj < 0.05 and FC > 1.5.

#### 2.5.4. *Celf1*^cKO^ DEGs Independently Identified as RNA Targets of CELF1 Protein by CLIP-Seq in a Human Cell Line

To identify the subset of *Celf1^cKO^* DEGs directly regulated by CELF1 protein, we examined previously generated crosslinked immunoprecipitation coupled with RNA-sequencing (CLIP-seq) data using CELF1 antibody on the human cell line Hela [38]. In this study, RNAs encoded by 3025 human genes that are bound in cellulo by the CELF1 protein have been identified by CLIP-seq in human Hela cells. We found 2825 (93.4%) mouse orthologs corresponding to these identified targets. Comparative analysis was done between these orthologs and the *Celf1^cKO^* lens DEGs to identify genes that are recognized as RNA targets of CELF1 proteins.

#### 2.5.5. Gene Ontology (GO) Term and Pathways Analysis

The R package ClusterProfiler (v3.18.0) [39] was used to identify Gene Ontology (GO) terms enriched in *Celf1*^cKO^ DEGs by GO enrichment analysis as well as gene set enrichment analysis (GSEA), GO biological process (BP), GO cellular component (CC), and molecular functions (MF). GO analysis in turn led to insights into specific pathways that are altered due to Celf1 deficiency in the lens.

#### 2.5.6. Immunostaining Analysis

Immunostaining was performed as previously described [11,40]. Briefly, mouse embryonic head tissue from stage E16.5 was fixed in 4% paraformaldehyde (PFA) (prepared in 1× phosphate buffer saline, PBS) for 30 min on ice, followed by transfer to 30% sucrose overnight at 4 °C. Once the tissue settled at the bottom, indicating that it was equilibrated, it was mounted in OCT (Tissue Tek, Torrance, CA, USA), frozen and stored at −80 °C until cryosectioning. Cryostat was used to obtain sections of 16 µm thickness. For immunostaining, sections were blocked in a solution of 5% chicken serum, 1% BSA, 0.1% Tween (prepared in 1× PBS) for 1 h at room temperature (RT). The section was subjected to primary antibody (Cryg antibody, Santa Cruz Biotechnology #sc-22415, at 1:100 dil. in 5% chicken serum; E-cad antibody, Cell Signaling #4065, at 1:100 dil. in 5% chicken serum) by overnight incubation at 4 °C. On the following day, slides were washed three times with 1× PBS and incubated for 1 h at RT with the secondary antibody, chicken anti-goat IgG conjugated to Alexa Fluor 488 (1:200 dil.) or anti-rabbit IgG conjugated to Alexa Fluor 594 (1:200 dil.) (Life Technologies, Carlsbad, CA, USA) with the nuclear stain DRAQ5 (1:2000 dil.) (Biostatus Limited, Leicestershire, UK). Slides were washed three times in 1× PBS, mounted and imaged using Zeiss LSM 780 confocal configured with Argon/Krypton laser (488 nm and 561 nm excitation lines) and Helium Neon laser (633 nm excitation line) (Carl Zeiss Inc., White Plains, NY, USA). Adobe Photoshop CS6 (Version: 13.0.0) was used for adjustment of brightness/contrast applied consistently for all images.

## 3. Results

### 3.1. Generation of RNA-Seq Datasets from Celf1^cKO^ and Control Lenses

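RNA-sequencing measured transcript levels in whole lenses of newborn mice in which Celf1 had been conditionally deleted in the lens (Celf1cKO) and in control lenses. Each of the 3 control and 3 Celf1cKO libraries was made from a separate pool of lenses. The authors aligned the trimmed reads to the mouse genome GRCm38.p6 with STAR, kept the uniquely mapped reads, counted them per gene with featureCounts and removed genes of very low expression. For 13931 genes they deposited the log2 CPM values of each library after edgeR's normalization, together with the log2 fold-change, average log2 CPM, p-value and FDR of their own comparison. Whether these are all of the genes that remained is not certain. The lowest log2 CPM value, -4.41, is shared by all 6 libraries and marks genes without a read, because a small prior count was added before taking the logarithm. Above this value, each library's values rise in even steps of 1 read, and 100% of them gave whole numbers of reads when worked back. The reads counted on genes were 40694454, 41902683 and 40841894 in control libraries 1 to 3 and 40700236, 44387151 and 44152268 in Celf1cKO libraries 1 to 3. The 3 reads taken as the detection floor correspond to between 0.0609 and 0.0807 CPM. Relative to these totals, the authors' normalization scaled the control libraries by 0.93 ± 0.04 (SD, n = 3) and the Celf1cKO libraries by 1.09 ± 0.03 (SD, n = 3). Crystallin genes took 46.3% ± 0.6 (SD, n = 3) of the reads in control libraries and 36.3% ± 2 (SD, n = 3) in Celf1cKO libraries (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). Differences between the groups were tested on the deposited log2 CPM values with limma, with the variance allowed to follow expression and Benjamini-Hochberg adjustment over all genes in the table. A gene was called when its adjusted p-value was under 0.05, its log2 fold-change was above 0.58 in either direction and the authors' average log2 CPM was above 1. The scaling of the libraries, the model of the variance and the small number of libraries are choices and limits that could change the numbers. The sex of the pups also differed between libraries, in part along with the groups, and no fit took account of it.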

Lenses were micro-dissected, and RNA was isolated from stage P0 *Celf1*^cKO^ and control mice as described in detail in the Methods section. An experimental and computational pipeline was developed for RNA-seq analyses (Figure 1). Paired-end, 150 bp-long libraries were prepared, sequenced and analyzed using this strategy. For control and *Celf1*^cKO^ samples, an average of 55.1 million reads per replicate were obtained and aligned using STAR software (STAR(2.7.8a)) [32] (Table S1). On average, 77.3% of the reads were uniquely mapped to the *Mus musculus* reference genome (GRCm38.p6) (Table S1).

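The number of reads per library that were counted on genes averaged 42.1 M, with 41.1 M in control and 43.1 M in Celf1cKO libraries. These counted reads are the depth behind the expression values given here, whereas the paper's reported value of 55.1 M reads per library refers to the reads before alignment.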

### 3.2. Quality Control of RNA-Seq Datasets

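Celf1 (ENSMUSG00000005506) lies on chromosome 2 of GRCm38, from 90940382 to 91019497 on the + strand. Its level was 9.95, 9.94 and 9.34 log2 CPM in control libraries 1 to 3 and 8.93, 7.66 and 7.83 log2 CPM in Celf1cKO libraries 1 to 3. Between 25513 and 37948 reads were counted on Celf1 per control library and between 9850 and 20954 per Celf1cKO library. The means were 9.74 ± 0.35 (SD, n = 3) and 8.14 ± 0.69 (SD, n = 3), a log2 fold-change of -1.60 (standard error 0.335, adjusted p = 0.0269 from limma with Benjamini-Hochberg adjustment). With the replicate number added to the model as a block, the adjusted p-value from limma was 0.0178. Every Celf1cKO library was below every control library (exact permutation test, two-sided, p = 0.1). Of the alternatives, leaving out Celf1cKO library 1 moved the log2 fold-change most, to -1.99. Over the 6 fits that each left out 1 library the log2 fold-change went up to -1.36 and the adjusted p-value from limma reached 0.108. Celf1cKO library 1 had the highest Celf1 level of its group. The sample labels give the controls as Celf1lacZKI/+, with a germline knockout allele, whereas the paper names Celf1flox without Cre unless otherwise noted. If the labels hold, the change in Celf1 is not measured against lenses with intact Celf1.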

We first examined the Celf1 transcript profiles in *Celf1*^cKO^ and control lenses by visualization of the RNA-seq mapped reads using the software IGV (2.8.10) (mm10) [41] and found Celf1 mRNA to be reduced in *Celf1*^cKO^ lenses (Figure 2A, Table S2). Since the conditional knockout strategy involves removal of exon 5 (Figure 2B), we quantified the inclusion of exon 5 in Celf1 mRNA in *Celf1*^cKO^ and control lenses. It is expected that exon 5 will be deleted by Cre recombinase driven by the *Pax6GFPCre* allele only in *Celf1*^cKO^ lenses, which in turn will result in a premature stop codon. This analysis shows that while control lenses had normal inclusion of exon 5, on average, *Celf1*^cKO^ lenses had 48.3% reduced *Celf1* transcripts that contained exon 5 (Figure 2C,D). Together, these data validate Cre-mediated deletion of *Celf1* in *Celf1*^cKO^ lenses. To assess the quality of the datasets on the global level, principal component analysis (PCA) was performed, which showed that control replicate samples clustered together and separately from *Celf1*^cKO^ replicate samples (Figure 3A). 

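Over all 13931 genes, each centred and not scaled, PC1 carried 53.4% of the variance between the libraries, PC2 20.5% and PC3 13.8%. The PC1 scores were -36.3, -27 and -43.8 for control libraries 1 to 3 and 0.4, 76.3 and 30.4 for Celf1cKO libraries 1 to 3. All 3 Celf1cKO libraries therefore lay on one side of the control libraries, but the gap between the groups was smaller than the spread among the Celf1cKO libraries. Leaving out Celf1cKO library 2 moved the PC1 share most, to 43.6%, and scaling each gene to unit variance gave 45.9%.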

Additionally, hierarchical clustering between samples clearly separated control replicates from *Celf1*^cKO^ replicates (Figure 3B). 

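Hierarchical clustering of the deposited log2 CPM values was run on all genes of the table with Euclidean distance and complete linkage. Its first split placed the 3 control libraries and Celf1cKO library 1 on one branch and Celf1cKO libraries 2 and 3 on the other. Average linkage, and 1 minus the Pearson correlation as the distance, gave the same members on each branch. When only the 10640 genes with an average log2 CPM above 1 were used, the first split separated the 3 control libraries from the 3 Celf1cKO libraries. Over all genes, distances ranged from 65.6 to 83.3 between control libraries, from 65.4 to 94.5 between Celf1cKO libraries and from 61.1 to 129.1 between libraries of different groups.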

Together, these analyses validate that Cre-mediated recombination of the *Celf1* conditional knockout allele driven by the *Pax6GFP* Cre-deleter line resulted in global transcriptome changes in the *Celf1*^cKO^ lens. This further confirmed that although Cre-deletion did not result in all *Celf1* transcripts being devoid of exon 5 in *Celf1*^cKO^ lenses, it was sufficient to generate transcriptome changes that result in lens defects.

### 3.3. Identification of Differentially Expressed Genes (DEGs) in Celf1^cKO^ Lens

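Of the genes tested, 1655 had an adjusted p-value under 0.05 from limma with Benjamini-Hochberg adjustment, and 1030 passed all of the cut-offs. In the authors' deposited table, 964 of the 1030 genes also pass the cut-offs in the same direction and 0 in the opposite direction. The other 66 genes do not pass there, and 23 genes that pass there were not called by limma. Of these 23 genes, 11 had an adjusted p-value of 0.05 or more and 12 had a log2 fold-change within 0.58 of 0. The log2 fold-changes from limma and from the authors' deposited table had a Pearson correlation of 0.975 across genes, which are not independent replicates. Libraries with the same replicate number deviated together from their group means, with correlations across genes of 0.26, 0.39 and 0.38 for replicates 1, 2 and 3. The mean for same-numbered libraries was 0.34, and of the 6 possible pairings 1, the one by number, had a mean that high. With the replicate number as a block 1279 genes were called, of which 993 were among the 1030. Leaving out control library 2 or Celf1cKO library 3 moved the count most, to 1 gene in either case.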

Based on cut-off criteria of normalized expression counts >1 log2 counts per million (CPM) averaged across all replicates, >0.58 log2 fold-change and false discovery rate (FDR) < 0.05, a total of 987 differentially expressed genes (DEGs) were identified in *Celf1*^cKO^ lenses, which is visualized by a volcano plot and a smear plot (Figure 4A,B). 

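Among the 1030 genes called by limma, 664 were elevated in Celf1cKO lenses, with a median log2 fold-change of 0.85, and 366 were reduced, with a median of -0.95. The elevated genes made up 64.5% of the calls. Under the block by replicate number, 756 genes were elevated and 523 were reduced. Scaling every library by its total counted reads, which was chosen after seeing the data, raised the median log2 fold-change of the expressed genes by 0.23 and gave 1663 elevated and 204 reduced genes, or 89.1% elevated. With array weights, whose estimation did not converge, 1022 genes were elevated and 1029 reduced, or 49.8% elevated. Among genes whose groups did not overlap, the largest elevation was that of Cdkn1a, followed by Dsp, Cck, Hspb8 and Ppp2r2c, with log2 fold-changes of 5.34, 3.86, 3.80 and 3.74. The largest reductions were those of Lgsn at -4.37, Actn2 at -4.23, Clic5 at -3.86, Gjb6 at -3.28 and Tmprss11e at -2.94. The adjusted p-values of Dsp, Cck, Hspb8, Ppp2r2c and these 5 reduced genes from limma lay between 0.00149 and 0.0309 without the block and between 0.0122 and 0.0335 with it. Of 10 marker genes of cornea and skin epithelium, listed to look for tissue carried along with the lenses, 2 were in the table, with a median log2 fold-change of 0.50.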

Of the 987 DEGs, 660 are found to be elevated while 327 are found to be reduced in *Celf1*^cKO^ lenses (Table S2). 

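Dnase2b (ENSMUSG00000028185), which encodes a nuclease, lies on chromosome 3 of GRCm38 from 146580985 to 146615596 on the - strand. It fell from 7.63 ± 0.18 log2 CPM (SD, n = 3) in control lenses to 4.82 ± 1.02 (SD, n = 3) in Celf1cKO lenses. Its log2 fold-change was -2.81 (standard error 0.45, adjusted p = 0.0141 from limma with Benjamini-Hochberg adjustment, 0.0170 with the replicate number as a block). Between 826 and 2722 reads were counted on it per Celf1cKO library and between 6905 and 8982 per control library. Cdkn1a (ENSMUSG00000023067), which encodes the cell cycle inhibitor p21, lies on chromosome 17 from 29090976 to 29100727 on the + strand. It rose from -0.58 ± 0.19 log2 CPM (SD, n = 3) to 4.85 ± 1.13 (SD, n = 3), a log2 fold-change of 5.42 (standard error 0.51, adjusted p = 0.00888 from limma, 0.0136 with the block). Only 22 to 28 reads were counted on Cdkn1a per control library, against 596 to 3198 per Celf1cKO library. The spread between Celf1cKO libraries was larger than that between control libraries for both genes, and in both the groups did not overlap. With each library left out in turn, the log2 fold-change stayed between -3.39 and -2.45 for Dnase2b and between 4.83 and 5.95 for Cdkn1a. The adjusted p-value from limma rose above 0.05 in 3 of these 6 fits for Dnase2b and in 2 of them for Cdkn1a.

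**Figure D1:**
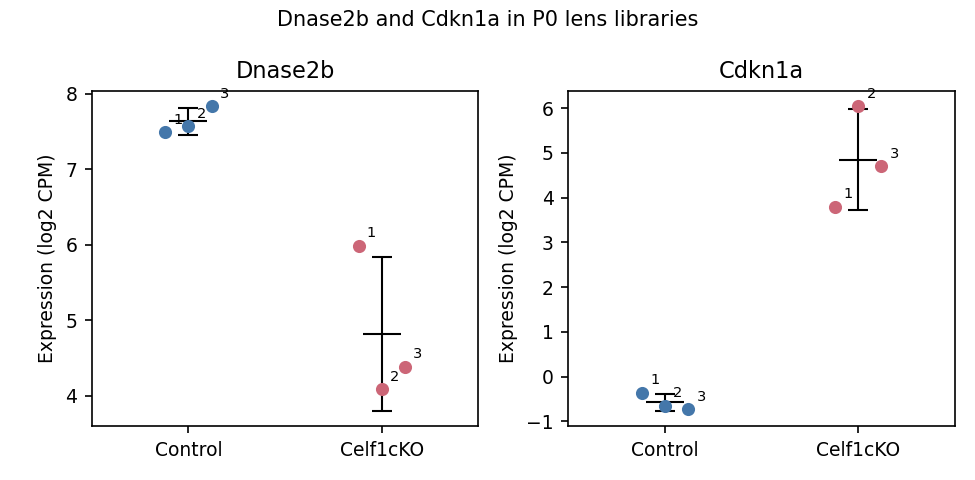
Expression of Dnase2b and Cdkn1a in each P0 lens library, in log2 CPM as deposited, with the library number beside each point; the horizontal bar is the mean of 3 libraries and the vertical bar its SD. Dnase2b lies between 7.49 and 7.83 in control and between 4.09 and 5.99 in Celf1cKO libraries, and Cdkn1a between -0.72 and -0.36 in control and between 3.80 and 6.04 in Celf1cKO libraries.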

Further, RNA-seq analysis confirmed the reduction in *Dnase2b* mRNA and elevation of *p21* (*Cdkn1a*) mRNA in *Celf1*^cKO^ lenses (Table S2), as was expected based on our previous findings [9].

### 3.4. Relevance of Celf1^cKO^ Lens DEGs to Lens Development and Cataracts

Next, we sought to prioritize *Celf1*^cKO^ lens DEG candidates that are relevant to lens development and are involved in cataract pathology. Toward this goal, we performed comparative analyses with publicly available datasets relevant to lens biology and pathology. For identifying DEGs linked to cataracts, we used the Cat-Map database [35]. For identifying DEGs exhibiting enriched expression in embryonic lens development, we used the iSyTE database [36]. For identifying DEGs that are preferentially expressed either in the epithelium or fiber cells, we used transcriptome datasets on isolated epithelial and fiber cells [37].

#### 3.4.1. Prioritization of *Celf1*^cKO^ Lens DEGs Using the Cat-Map Database

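The paper's supplement marks 43 of its differentially expressed genes as listed in Cat-Map, a database of genes linked to cataract. Of these genes, 40 were called by limma, 26 reduced and 14 elevated. The block by replicate number left 38 of the 43 genes called. When the p-values were adjusted over the 43 genes alone, 42 passed the cut-offs, although this list was itself drawn from the paper's calls on the same libraries. Because only differentially expressed genes carry the mark, an enrichment of Cat-Map genes among the calls could not be tested. The count moved most when control library 2 or Celf1cKO library 3 was left out, with 0 of the 43 genes then called.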

Comparison of the 987 DEGs with Cat-Map identified 43 genes (including *Celf1*) that are linked to cataracts in humans and/or animal models (Table 1). These genes include several crystallins (e.g., *Cryab*, *Crybb2*, *Cryga*, *etc.*), membrane proteins (e.g., *Gja3*), signaling pathway proteins (e.g., *Jag1*) and other RBPs (e.g., *Tdrd7*). 

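Among these genes, the crystallin gene Crybb2 fell from 11.59 ± 0.73 log2 CPM (SD, n = 3) in control lenses to 9.92 ± 0.40 (SD, n = 3) in Celf1cKO lenses, with an adjusted p-value of 0.0306 from limma (0.0329 with the replicate number as a block). Cryab fell by 0.73 on the log2 scale (adjusted p = 0.0387 from limma, 0.0658 with the block), and under quantile normalization, which gives genes of the same rank the same value in every library, its value was 0.11. Crystallin genes are among the genes with the most reads, and this setting sets their values by rank. Under it the log2 fold-change was still -1.60 for Crybb2 (adjusted p = 0.0308 from limma). For Cryba4 it was 0.47 (adjusted p = 0.0291 from limma), so the direction of some crystallin genes depended on the scaling. In the deposited values Cryga fell by 0.97 (adjusted p = 0.0165 from limma, 0.0318 with the block). The connexin gene Gja3 fell from 10.54 ± 0.29 to 9.40 ± 0.36 log2 CPM (SD, n = 3 in each group), with an adjusted p-value of 0.0193 from limma (0.0194 with the block). Tdrd7, which encodes an RNA-binding protein, had a log2 fold-change of -0.68 (adjusted p = 0.0174 from limma, 0.0273 with the block). Jag1 was higher in each Celf1cKO library than in each control library, with a log2 fold-change of 0.56 (adjusted p = 0.0404 from limma, 0.0370 with the block), and was not called because the change was below the cut-off of 0.58.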

Altered expression of these genes may together contribute to the lens defects observed in *Celf1*^cKO^ mice.

#### 3.4.2. Prioritization of *Celf1*^cKO^ Lens DEGs Using the iSyTE Database

The 987 DEGs were examined for their potential lens-enriched expression in iSyTE at stages E10.5, E12.5, E14.5, E16.5, E17.5, E19.5 and P0. Out of 282 reduced genes in the *Celf1*^cKO^ lens, 71.7% (*n* = 203) were found to have lens-enriched expression in at least one of the stages examined (Figure 5A,B; Table S3). In contrast, out of 607 elevated genes in the *Celf1*^cKO^ lens, the majority of the genes 65.9% (*n* = 400) did not exhibit lens-enriched expression (Figure 5A,B; Table S3). Furthermore, when only the DEGs that do not exhibit lens-enriched expression are considered, a vast majority (83.5%) are found to be elevated in iSyTE (Figure 5C). 

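Table S3 holds 248 of the reduced and 260 of the elevated genes of Table S4, and leaves out 79 reduced and 400 elevated genes. The genes left out are as many as the paper counts as present in iSyTE without lens-enriched expression, so Table S3 by these numbers also includes the genes not found in iSyTE. Of the 316 genes reduced in Celf1cKO lenses by limma and listed in Table S4, 75 (23.7%) were without lens-enriched expression, and the other 241 were either lens-enriched or not found in iSyTE. In the fit with the replicate block, 74 of 306 reduced genes (24.2%) were without it. This comparison was added after the data had been seen.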

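Of the 648 genes elevated in Celf1cKO lenses by limma and listed in Table S4, 394 (60.8%) were without lens-enriched expression, and with the replicate number as a block 392 genes (60.9%) were. Counting the genes not found in iSyTE together with the lens-enriched ones, the odds of having no lens-enriched expression were 4.98 times as high for elevated as for reduced genes (Fisher's exact test, two-sided, p = 6.15e-28), and 4.88 times as high with the block (p = 7.75e-27). Genes are not independent replicates, so these p-values describe the lists of genes and not the number of lenses. The alternative that moved the odds ratio most was the adjusted p-value cut-off of 0.01, which gave 33.6.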

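In all, 469 of the genes called by limma and listed in Table S4 were without lens-enriched expression, and 84% of them were elevated in Celf1cKO lenses. With the replicate number as a block there were 466 such genes, of which 84.1% were elevated.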

In this analysis, 98 DEGs were not found in iSyTE lens microarray datasets. This may be due to differences between the two transcriptomics approaches (see Discussion). This analysis suggests that Celf1 may contribute to maintaining normal lens developmental transcriptome by negatively regulating genes not normally enriched in the lens as well as positively regulating genes, likely indirectly, which are normally enriched in the lens. This analysis also identified new potential regulators in lens development (e.g., *Ell2*) (Table S3).

#### 3.4.3. Prioritization of *Celf1*^cKO^ Lens DEGs Using Isolated Epithelial and Fiber Cell Transcriptome Data

At early stages of embryonic development, Celf1 exhibits high expression in fiber cells and in later stages is also expressed in epithelial cells [9]. This suggests that it may play a role in transcriptome regulation of both cell types. To examine the impact of Celf1 deficiency in genes preferentially expressed in either epithelial or fiber cells, we compared the 987 DEGs with previously described transcriptome data from isolated epithelial and fiber cells from mouse P0 lenses. First, of the 327 genes reduced in *Celf1*^cKO^ lenses, the majority of the genes (72.5%, *n* = 237) were found to be preferentially expressed in either fiber or epithelial cells (Table 2; Table S4). 

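Table S4 lists the paper's differentially expressed genes with their preference for fiber or epithelial cells, and the genes called by limma could be classed where they are listed there. Of the 316 reduced genes that could be classed, 231 (73.1%) were preferentially expressed in either cell type and 85 (26.9%) in neither. With the replicate number as a block, 222 of 306 reduced genes (72.5%) were preferentially expressed in either cell type.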

Of these, the majority of the genes (55.6%, *n* = 182) were preferentially expressed in fiber cells (Table 2; Table S4). In contrast, 16.8% of reduced genes (*n* = 55) were preferentially expressed in epithelial cells. 

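Among the reduced genes called by limma, 179 (56.6%) were preferentially expressed in fiber cells and 52 (16.5%) in epithelial cells. Their median log2 fold-changes in Celf1cKO lenses were -0.97 for the fiber cell genes, -0.89 for the epithelial cell genes and -0.93 for the genes with no preference. With the block, 172 reduced genes (56.2%) were preferentially expressed in fiber cells and 50 (16.3%) in epithelial cells.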

Next, of the 660 genes elevated in *Celf1*^cKO^ lenses, the majority of the genes (52.7%, *n* = 348) did not show preferential expression in either fiber cells or epithelial cells. Of these, the majority of the genes (32.0%, *n* = 211) were preferentially expressed in fiber cells compared to epithelial cells (15.3%, *n* = 101). These data indicate that a deficiency of Celf1 has a substantial impact on transcripts expressed in both fiber cells and epithelial cells. However, the extent of Celf1′s impact is greater on fiber cells compared to epithelial cells. Indeed, independent validation by immunostaining shows that the fiber cell-enriched gamma crystallins are reduced in *Celf1*^cKO^ lenses, in agreement with RNA-seq analysis (Figure S1). 

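Of the elevated genes called by limma and listed in Table S4, 342 (52.8%) had no preference, 207 (31.9%) were preferentially expressed in fiber cells and 99 (15.3%) in epithelial cells. With the replicate number as a block, these numbers were 341 (53%), 204 (31.7%) and 99 (15.4%). The median log2 fold-changes of the groups were close, at 0.84 for genes with no preference, 0.85 for fiber cell genes and 0.90 for epithelial cell genes.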

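Reduced genes were preferentially expressed in fiber cells more often than elevated genes, with an odds ratio of 2.78 (Fisher's exact test, two-sided, p = 3.66e-13) and of 2.77 with the replicate number as a block (p = 8.53e-13). The odds ratio moved most with the adjusted p-value cut-off of 0.01, to 7.2. Only called genes that Table S4 lists, which are the paper's own calls, could be classed under any of the alternatives, so their odds ratios say little about other genes. From the numbers of fiber and epithelial cell genes among the reduced and the elevated genes, the paper concludes that Celf1 deficiency affects transcripts of both cell types and that the effect is greater on fiber cells.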

Finally, similar to iSyTE data analysis, the upregulated genes in *Celf1*^cKO^ lenses appear to not be enriched in either epithelial or fiber cells in normal lens development. Further, the majority of the elevated genes that are not enriched in epithelial or fiber cells (52.7%, *n* = 348) are also not enriched in iSyTE, suggesting that in normal lens development, Celf1 is necessary, either directly or indirectly, to repress the expression of these genes.

#### 3.4.4. Prioritization of *Celf1*^cKO^ Lens DEGs Using CLIP-Seq Data Identifying Direct RNA Targets of CELF1 Protein in a Human Cell Line

*Celf1* encodes a protein containing three RRMs that enable it to bind to its target RNAs and mediate post-transcriptional regulation of gene expression. Previously, CLIP-seq analysis with a CELF1 antibody has been applied to identify the direct-bound RNA targets of CELF1 protein in the human cell line, Hela [38]. Comparative analysis showed that 32.2% (*n* = 318) of the 987 *Celf1*^cKO^ lens DEGs are also identified in this CLIP-seq dataset. Further, within these 318 DEGs that are directly bound by CELF1 protein, the majority (83.0%; *n =* 264) are found to be significantly elevated in *Celf1*^cKO^ lenses. While 21 of these 318 *Celf1*^cKO^ lens DEGs were not found in iSyTE, 32.4% (*n =* 103) of these DEGs are found to exhibit enriched expressed in normal lenses in iSyTE, while 61.0% (*n* = 194) are not lens-enriched (Table 3). Of the 318 DEGs, the majority are not preferentially expressed in either FCs or AEL and are elevated in *Celf1*^cKO^ lenses (*n* = 149) (Table 4). Among the DEGs preferentially expressed in either cell type, the majority are preferentially expressed in FCs (*n* = 104).

### 3.5. Gene Ontology and Pathway Analysis of Celf1^cKO^ Lens DEGs

Next, we examined the different pathways that were represented in *Celf1*^cKO^ lens DEGs. Toward this goal, we performed pathway enrichment analysis by examining gene ontology (GO) enrichment separately on all DEGs, elevated DEGs and reduced DEGs, compared to all the genes expressed in the RNA-seq data. In parallel, GSEA (gene set enrichment analyses) were performed on all the genes in the RNA-seq data that had an expression of at least 1 logCPM and based on their logFC rank. Further, we performed the GI enrichment analysis on a subset of these DEGs that are found to have enriched expression in the lens by iSyTE described in Section 3.4.2. We also performed this analysis on a subset of these DEGs that are preferentially expressed in epithelial or fiber cells described in Section 3.4.3. GSEA analysis was not performed on this subset of DEGs because a large number of genes are required for optimal analysis. This analysis identified “structural constituent of eye lens” (GO:0005212), “lens development in camera-type eye” (GO:0002088), and “visual perception” (GO:0007601) among the top enriched GO terms in 327 reduced DEGs in *Celf1*^cKO^ lenses (Figure 6; Table S5). 

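A set of the 16 crystallin genes in the table, chosen by their symbols, was tested in place of the GO term with limma's camera against all other genes with an average log2 CPM above 1. This set and the other 2 gene sets stand for terms that the paper reports as enriched in these same libraries and were chosen after reading it, so their tests are not independent of the paper's result. All 16 genes were lower in Celf1cKO lenses, 10 of them were called, and the median log2 fold-change was -0.76. The adjusted p-value from limma over the 3 gene sets tested was 7.12e-10, and 6.45e-08 with the replicate number as a block. Camera here assumes a correlation of 0.01 between genes. With the correlation estimated from these libraries, 0.486, the adjusted p-value from limma rose to 0.221. With the 6 libraries split into groups of 3 in the 9 other ways, the set had an adjusted p-value under 0.05 in 8 of the splits at the assumed correlation, the lowest being 4.21e-05. Each of these splits sets 2 libraries of one group and 1 of the other against the rest and so keeps a part of the difference between the groups. The median log2 fold-change of the set was -0.79 with each library centred on its median, -0.78 after rescaling without the crystallin genes and -0.54 with total-count scaling. With total-count scaling 1 crystallin gene was higher and 15 were lower. Under quantile normalization, which sets the values of these highly expressed genes by their rank, the median was 0. By sign, 5 crystallin genes were then higher and 11 lower, but Crygd and Cryge, counted as lower, had changes of 0 apart from rounding error. The transcripts of Cryge and Crygf, both in the set, are 92.8% identical, so the values of these 2 genes are uncertain where reads could not be told apart. Cryge fell by 0.98 on the log2 scale (adjusted p = 0.0190 from limma, 0.0377 with the block) and Crygf fell by 1.91 (adjusted p = 0.0187 from limma, 0.0217 with the block).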

The same GO terms were identified among reduced DEGs that exhibit enriched expression in normal lens development as per iSyTE (Figure 7) as well as reduced DEGs that are preferentially expressed in normal fiber cells (Figure 8), and these GO terms were also identified by the GSEA analysis as reduced (Table S5). Further, among the reduced DEGs that are preferentially expressed in fiber cells, the GO term “lens fiber cell differentiation” (GO:0070306) was also found to be significantly enriched. These GO categories identified candidate genes with known functions in the lens and/or those associated with cataracts. Among these are several crystallins, *Bfsp1*, *Gja3*, *Tdrd7*, etc. 

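Bfsp1 (ENSMUSG00000027420), on chromosome 2 of GRCm38 from 143826528 to 143863173, fell from 13.05 ± 0.17 log2 CPM (SD, n = 3) in control lenses to 11.58 ± 0.45 (SD, n = 3) in Celf1cKO lenses. The difference had an adjusted p-value of 0.0139 from limma with Benjamini-Hochberg adjustment and of 0.0197 with the replicate number as a block.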

(Table S5). Only two GO terms were found to be enriched among reduced DEGs that are preferentially expressed in epithelial cells. These are “extracellular matrix” (GO:0031012) and “cell projection membrane” (GO:0031253). GSEA analysis and GO enrichment analysis of all the 660 elevated DEGs, or 207 elevated DEGs with enriched expression in normal lens development as per iSyTE, or 211 elevated DEGs preferentially expressed in normal fiber cells, commonly identified, among others, the GO terms, “proton transporting ATPase activity, rotational mechanism” (GO:0046961) and “cytoplasmic vesicle membrane” (GO:0030659) to be enriched. Additionally, in all the 660 elevated DEGs, the GO terms “calcium-dependent protein binding” (GO:0048306), “clathrin coat of coated pit” (GO:0030132), “organelle subcompartment” (GO:0031984) and “protein kinase inhibitor activity” (GO:0004860) were also found to be enriched (Table S5). The majority of the GO terms described above were also identified when all the DEGs or the DEGs with lens-enriched expression, or the DEGs preferentially expressed in fiber cells were considered. Further, of the 453 elevated DEGs that do not have an enriched expression in normal lenses, the GO terms “cytoplasmic vesicle membrane” (GO:0030659), “proton-transporting V-type ATPase complex” (GO:0016471) and “proteasome complex” (GO:0000502) were found to be enriched. Finally, GO term analysis of reduced DEGs that were also identified in CLIP showed enrichment of the terms related to “positive-regulation of brown fat cell differentiation” (GO:0090335) (Figure 9). Among elevated DEGs also identified in CLIP, the GO terms, “translational initiation” (GO:0045948), “clathrin-coated vesicle” (GO:0030136), “ribonucleoprotein complex binding” (GO:0043021) and “calcium-dependent protein binding” (GO:0048306) were identified (Table S5). A subset of these GO terms was also found to be enriched when all DEGs that are identified by CLIP were considered. Thus, GO term analysis identifies pathways whose perturbations contribute to the cataract pathology observed in *Celf1*^cKO^ lenses, which are further highlighted in the Discussion below.

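The 17 genes with symbols beginning with Atp6v and an average log2 CPM above 1, which encode subunits of the vacuolar proton-transporting ATPase, were likewise tested as a set that stands for a term the paper reports. In Celf1cKO lenses 14 of them were higher and 3 lower, 9 were called elevated and 1 reduced, and the median log2 fold-change was 0.59. The adjusted p-value over the 3 sets was 4.61e-05 from limma's camera, and 0.000221 with the replicate number as a block. With the estimated correlation between genes, 0.473, the adjusted p-value was above 0.05, as it was for the crystallin genes. In 3 of the 9 other splits of the libraries the set also had an adjusted p-value under 0.05. The median log2 fold-change was positive under each scaling of the libraries, from 0.56 with quantile normalization to 0.82 with total-count scaling.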

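The 45 genes with an average log2 CPM above 1 whose symbols begin with Psma to Psmg and a number formed the last of the sets that stand for the paper's terms. They encode proteasome subunits, regulators and assembly factors, apart from Psmc3ip and Psme3ip1, which encode proteins that interact with subunits. Without these 2 genes, left out after seeing the data, the adjusted p-value from limma's camera was 5.46e-08. In Celf1cKO lenses 42 of them were higher and 3 lower, 6 were called elevated and 0 reduced. Their median log2 fold-change was 0.30, which is below the cut-off used for single genes. With all 45 genes the adjusted p-value was 6.35e-08 from limma's camera, and 1.54e-07 with the replicate number as a block, and it was no longer under 0.05 with the estimated correlation between genes, 0.449. In 6 of the 9 other splits of the libraries the adjusted p-value was under 0.05 as well. Across the scalings of the libraries the median ranged from 0.24 with quantile normalization to 0.52 with total-count scaling.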

### 3.6. Comparative Analysis of Celf1^cKO^ Lens DEGs Identified by RNA-Seq and Microarrays

Next, we sought to compare *Celf1*^cKO^ lens DEGs identified by RNA-seq with DEGs that are identified by expression microarrays so as to provide independent validation of the DEGs that can be used for prioritization of candidates. For *Celf1*^cKO^ lenses, published expression microarray data is available for stage P0. There is also unpublished expression microarray data on *Celf1*^cKO^ lenses for stage P6. We first performed differential expression analysis on *Celf1*^cKO^ lens microarray data for stage P0 and P6. This analysis identified 549 DEGs at P0 and 665 DEGs at P6 (Figure 10 and Figure S2; Table S6). Of these, 322 were elevated and 227 were reduced at P0, while 304 were elevated and 361 were reduced at P6. Comparative analysis identified 174 DEGs to be commonly elevated and 78 DEGs to be commonly reduced between RNA-seq and microarrays at P0. 

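Of the genes on the paper's P0 microarray list, 298 of the elevated and 218 of the reduced genes are in the RNA-seq table. Among these, 174 were also called elevated and 88 called reduced by limma, and 180 and 97 with the replicate number as a block. When the p-values were adjusted over the list alone, 302 of the genes were called. Of all listed genes in the table, 96.3% changed in the same direction in the RNA-seq data, and the log2 fold-changes had a Pearson correlation of 0.90 across genes, which are not independent replicates. Only 1 gene, Tmed10, named here after its values were seen, was called in opposite directions. The median RNA-seq log2 fold-change was 0.69 for the genes elevated and -0.66 for the genes reduced on the microarrays. Leaving out control library 2 or Celf1cKO library 3 moved the number of shared genes most, to 0.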

Comparative analysis identified 158 DEGs to be commonly elevated and 90 DEGs to be commonly reduced between RNA-seq and microarrays at P6. 

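Of the P6 microarray list, 290 elevated and 338 reduced genes are in the RNA-seq table. Limma called 155 of them elevated and 102 reduced in the P0 lenses, and 163 and 117 with the replicate number as a block. Adjusted over the list alone, 303 were called. The direction was the same for 93.3% of the listed genes and the correlation of log2 fold-changes across genes was 0.85. Bex1, the only gene called in opposite directions, is likewise named after its values were seen. The median P0 RNA-seq log2 fold-change was 0.70 for genes elevated at P6 and -0.49 for genes reduced at P6.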

There is a higher number of DEGs found to be elevated or reduced by the RNA-seq approach at P0. This may be due to technical differences in the two approaches. While microarrays are limited by a predetermined number of genes represented on the array, RNA-seq has no such limitation. Further, while RNA-seq provides individual sequence reads, microarrays depend on probe binding kinetics which may impact their sensitivities. Further, there is a higher number of DEGs found to be mis-expressed by microarrays at P6 compared to P0, which is expected because of the progression of the lens defects. Together, this analysis provides independent validation of numerous DEGs that are mis-expressed upon Celf1 deficiency in the lens (Table S6). Furthermore, among the *Celf1*^cKO^ lens DEGs commonly identified by RNA-seq and microarrays, 84 found at the RNA-seq (P0)–microarray (P0) comparison and 54 found at the RNA-seq (P0)–microarray (P6) comparison were also found to be directly bound by Celf1 protein as per CLIP data (Table S7).

## 4. Discussion

Celf1 encodes an RNA-binding protein that has been associated with various tissue development/cell differentiation and developmental defects/diseases. Celf1 has a role in cells as different as sperm, muscle, and lens cells, among others, and its alterations are associated with various types of cancer and developmental defects including heart defects, myotonic dystrophy and cataracts [6,25,27,42,43,44,45,46,47,48,49]. As an RBP, Celf1 can mediate gene expression control by directly binding to target RNAs and impact their intracellular localization, splicing, stability/decay or translation [38].

Mouse models of *Celf1* deficiency exhibit cataracts and other pathologies [9,10,43]. In the past, different proteins/pathways that are altered due to Celf1-decificiency have been characterized (e.g., p27^Kip1^, Dnase2b, Pax6 and Prox1). For example, previous work described how Celf1 post-transcriptionally controls the dosage of p27^Kip1^ protein by reducing it in fiber cell differentiation, while also being necessary for optimal levels of the nuclease Dnase2b in the lens. Further, Celf1 also functions to negatively control p21^Cip1^ in the lens. Together, these actions of Celf1 result in proper degradation of fiber cell nuclei thereby contributing to optimal refraction of light and lens transparency [9]. Celf1 is also necessary for proper spatiotemporal expression of Prox1 and Pax6 transcription factors in lens development; the disruption of which further contributes to the lens defects [10]. Additionally, an absence of Celf1 is expected to lead to changes to the lens transcriptome that result in lens defects and cataracts. To gain insights into such global perturbations, we performed high-throughput RNA-seq and examined the differentially expressed genes in the *Celf1*^cKO^ lens. While there have been reports on RNA-seq on Celf1 perturbations, in the context of the lens, these are limited to cell lines and not the lens tissue [50,51]. The only transcriptome data available on *Celf1*-deficient lens tissue is on a microarray platform. While microarrays are informative, they have limitations as they depend on probe binding kinetics and can only report on a predefined set of genes. On the other hand, RNA-seq does not present such limitations and offers greater depth of global changes in transcripts.

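The elevated genes outnumbered the reduced genes under each of the other scalings that were set before the deposited values were analysed. They made up 59.3% of the calls with each library centred on its median, 61.2% after quantile normalization and 61.5% after rescaling without the crystallin genes. With limma voom on the recovered reads the share was 61.7%, and without the variance trend it was 72.7%. Gene-by-gene array weights, chosen after seeing the data because the planned weights had not converged, gave 51.1%.

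**Figure D2:**
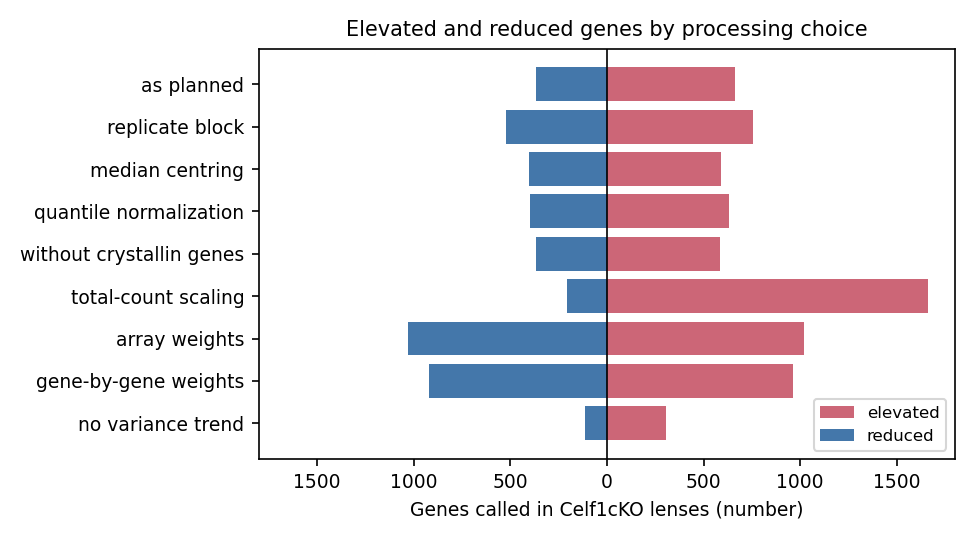
Number of genes called elevated (bars to the right of 0) and reduced (bars to the left) in Celf1cKO lenses under each processing choice, on an axis of gene counts that starts at 0. As planned, 664 genes are elevated and 366 reduced; with total-count scaling 1663 and 204; with array weights, which did not converge, 1022 and 1029.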

While the *Celf1*^cKO^ lens exhibits 987 DEGs, interestingly the majority of genes were found to be elevated, suggesting that Celf1 protein—either directly or indirectly—has negative control over these transcripts in normal lenses. However, because 327 were found to be reduced in *Celf1*^cKO^ lenses, this suggests that Celf1 is also necessary for positive control over these genes that may be important for proper lens development. We aimed to identify both, “established” cataract-linked genes as well as potentially novel candidates that are differentially expressed upon Celf1 deficiency. To address the former, we performed analysis of *Celf1*^cKO^ RNA-seq data with respect to the known cataract-linked genes contained in the Cat-Map database. This helped identify the established cataract-linked genes that are significantly impacted because of Celf1 deficiency. On the other hand, the iSyTE database informs on both established cataract-linked genes as well as novel genes that are relevant to lens biology. Therefore, we also performed comparative analysis of *Celf1*^cKO^ RNA-seq data with respect to the genes recognized as lens-enriched in the iSyTE database. Indeed, in addition to identifying known cataract-linked genes, this analysis also identified novel genes with potential functions in the lens. We elaborate below on these findings.

Among the DEGs, 43 genes, including *Celf1*, have previously been linked to cataracts in humans or animal models as per Cat-Map. The majority of these (>60%) were found to be reduced in *Celf1*^cKO^ lenses. This includes *Dnase2b* which is significantly reduced in *Celf1*^cKO^ lenses. Because Dnase2b is necessary for proper nuclear degradation in lens fiber cell differentiation [52] and was also previously found to be a direct RNA target of Celf1 protein in the lens [9], this finding renders confidence in the RNA-seq data. Additionally, several other genes linked to human cataracts were found to be significantly reduced in *Celf1*^cKO^ lenses. These include the crystallins *Cryab*, *Cryba2*, *Cryba4*, *Crybb1*, *Crybb2*, *Cryga*, *Crygb*, *Crygc* and *Crygd*, the connexins *Gjb6* and *Gja3*, the membrane protein *Bfsp1*, the extracellular matrix associated peroxidase *Pxdn*, as well as other post-transcriptional regulatory proteins such as *Tdrd7* [35]. 

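Of these crystallin genes, Cryba2 fell by 1.25 on the log2 scale (adjusted p = 0.0216 from limma, 0.0272 with the replicate number as a block) and Crygb by 1.31 (adjusted p = 0.0187 from limma, 0.0328 with the block). The log2 fold-change was -0.99 for Crygd (adjusted p = 0.0268 from limma, 0.0549 with the block), -0.79 for Crygc (adjusted p = 0.0219 from limma, 0.0471 with the block) and -0.67 for Cryba4 (adjusted p = 0.0440 from limma, 0.0805 with the block). Crybb1 fell by 0.63, from 15.20 ± 0.09 to 14.57 ± 0.15 log2 CPM (SD, n = 3 in each group), but was not called (adjusted p = 0.0923 from limma, 0.170 with the block). Of 18 alternative fits 5 called it, among them limma with robust empirical Bayes (adjusted p = 0.0169) and limma voom (adjusted p = 0.0173). Its log2 fold-change was -0.63 in both, so the call depended on the model of the variance. Under quantile normalization the change of Cryba4 was 0.47 (adjusted p = 0.0291 from limma) and that of Crygc was 0.05 (adjusted p = 0.743 from limma). Both were opposite in sign to the deposited values, and the change of Crygd was 0. The method sets these values by the rank of the genes in each library. Gjb6 had few reads, from 87 to 216 per control library and from 7 to 46 per Celf1cKO library. Pxdn fell by 0.68 (adjusted p = 0.0310 from limma, 0.0306 with the block).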

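Sparc (ENSMUSG00000018593), which encodes an extracellular matrix protein, lies on chromosome 11 of GRCm38 from 55394500 to 55423183. Its level was 10.69 ± 0.15 log2 CPM (SD, n = 3) in control lenses and 9.81 ± 0.27 (SD, n = 3) in Celf1cKO lenses. The log2 fold-change was -0.89 (standard error 0.15, adjusted p = 0.0162 from limma with Benjamini-Hochberg adjustment, 0.0198 with the replicate number as a block), and the groups did not overlap.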

Interestingly, *Celf1*^cKO^ lenses also exhibit significant reduction of *Sparc*, whose deficiency is known to cause cataracts in mice [53]. Because the majority of these key cataract-linked genes are preferentially expressed in fiber cells, this suggests that Celf1 has a major function in controlling fiber cell transcriptome. This finding also suggests that significant reduction of these cohorts of cataract-linked genes may contribute to the cataract pathology in *Celf1*^cKO^ lenses. Furthermore, 16 DEGs that are associated with cataracts were found to be elevated in *Celf1*^cKO^ lenses. This suggests that Celf1 is necessary for optimal transcript levels of genes (neither too high, nor too low) that are critical for lens transparency.

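Among the Cat-Map genes called elevated by limma, the largest change was that of the transcription factor gene Mafa, from 4.05 ± 0.17 to 5.71 ± 0.39 log2 CPM (SD, n = 3 in each group), a log2 fold-change of 1.65 (adjusted p = 0.00940 from limma, 0.0138 with the replicate number as a block). Wfs1 rose by 1.41 (adjusted p = 0.00925 from limma, 0.0155 with the block). Atm had a log2 fold-change of 0.77 and was not called (adjusted p = 0.0544 from limma), whereas with the block it was (adjusted p = 0.0247).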

While Cat-Map allows identification of a subset of DEGs that are known to be associated with cataracts, to gain further insights into the impact of *Celf1* deficiency on transcripts relevant to lens biology, comparative analysis was performed using iSyTE. This allowed identification of DEGs that exhibit enriched expression in normal lenses, which has previously been found to be predictive of functions in the lens [30,36,54,55,56]. Thus, mis-regulation of such candidates can potentially contribute to lens pathology. The majority of the genes that are reduced upon *Celf1*-deficiency are found to exhibit enriched expression in normal lens development. Thus, it can be hypothesized that the sub-optimal expression levels of these lens-enriched transcripts could contribute to the cataract pathology. Interestingly, the majority of the DEGs that are elevated in *Celf1*^cKO^ lenses are not found to have enriched expression in normal lens development. Thus, this suggests that elevated expression of these transcripts upon *Celf1*-deficiency may contribute to alterations in lens development.

While iSyTE lens-enrichment is helpful, iSyTE data is primarily based on whole lenses. Celf1 is known to be highly expressed in fiber cells, but later in development it is also known to be expressed in epithelial cells, suggesting that it may have a function in both cell types in the lens [9,10]. Therefore, *Celf1*^cKO^ lens DEGs were examined for their preferential expression in normal isolated lens epithelial or fiber cells. The majority of the DEGs were found to be not preferentially expressed in either cell type and were also found to be elevated in *Celf1*^cKO^ lenses. Thus, similar to the iSyTE lens-enrichment analysis, the cell-type (gene expression in either epithelial or fiber cells) specific analysis reinforces the hypothesis that this subset of non-enriched, elevated *Celf1*^cKO^ DEGs should not be expressed at such high transcript levels for proper lens development. Apart from the DEGs that do not exhibit cell type-preferred expression, the majority of the remaining DEGs are preferentially expressed in fiber cells. This suggests that Celf1′s impact on the lens is primarily through its function in fiber cells. However, it should be noted that *Celf1*^cKO^ DEGs were identified from whole lens samples, which are expected to have higher levels of transcripts from fiber cells compared to epithelial cells. Thus, the sensitivity toward examination of epithelial DEGs is comparatively low. In future, this can be addressed by performing spatial transcriptomics, for example, by conducting RNA-seq on isolated epithelial and fiber cells from *Celf1*^cKO^ lenses. Alternately, this can also be addressed by performing single cell RNA-seq analysis on *Celf1*^cKO^ lenses.

The above analyses inform on the overall impact of Celf1 on normal lens development. To gain insights into the subset of DEGs that are potential direct RNA targets of Celf1 protein, comparative analysis was performed with CLIP-seq data on CELF1 protein in a human cell line. Although this data is from humans, and not mice, and from a non-lens cell line, this analysis identified 32% of *Celf1*^cKO^ lens DEG transcripts to be directly bound by the CELF1 protein in cellulo. The majority of these direct RNA targets of Celf1 protein are found to be elevated in the *Celf1*^cKO^ lens. This supports the hypothesis that Celf1 protein is necessary to directly bind and repress the expression of hundreds of RNAs that are not highly enriched in the normal lens. Among the cell-type preferentially expressed DEGs that are also identified in CLIP-seq, the majority are preferentially expressed in fiber cells, suggesting that the direct impact of Celf1 is higher in the lens fiber cells compared to lens epithelial cells.

Of the *Celf1*^cKO^ lens total DEGs, 32% represent a high number of Celf1-direct RNA targets identified, especially considering that this cell line is not lens-derived and thus may not optimally represent lens gene expression, in addition to other caveats such as the suboptimal expression of Celf1 accessory protein/RNA. Thus, it can be hypothesized that the number of direct DEG RNA targets of the Celf1 protein in the lens may be even higher. This can be addressed in the future by performing CLIP-seq on lens cell lines or whole lens tissue. Further, among the direct RNA targets of Celf1 identified by CLIP-seq, is the transcription elongation factor for RNA polymerase II 2 (Ell2), which exhibits highly enriched expression in normal lens development as per iSyTE. Interestingly, Ell2 expression is significantly elevated in *Celf1*^cKO^ lenses, suggesting that Celf1 protein may function to achieve optimal transcript levels of this key regulatory protein, which is involved in transcription control. Thus, this analysis gives new insights into the specific Celf1 targets that are common regardless of the difference in these cell types (lens vs. Hela) and furthermore are also indicative of the similarities in Celf1 function across different species, namely, mouse and human.

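Ell2 (ENSMUSG00000001542) lies on chromosome 13 of GRCm38 from 75706757 to 75772364 on the + strand. It rose from 8.48 ± 0.16 log2 CPM (SD, n = 3) in control lenses to 9.82 ± 0.24 (SD, n = 3) in Celf1cKO lenses. The log2 fold-change was 1.35 (standard error 0.14, adjusted p = 0.00888 from limma with Benjamini-Hochberg adjustment, 0.0122 with the replicate number as a block). Between 12033 and 15402 reads were counted on Ell2 per control library and between 32146 and 50157 per Celf1cKO library, and the groups did not overlap. With each library left out in turn, the log2 fold-change stayed between 1.25 and 1.48, and in 2 of the 6 fits the adjusted p-value from limma rose above 0.05, to at most 0.0607.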

To identify pathways that are altered upon Celf1-deficiency, GSEA analysis and GO term analysis was performed on *Celf1*^cKO^ lens total DEGs, as well as the subset of DEGs prioritized by different approaches. Broadly, DEGs reduced in *Celf1*^cKO^ lenses were found to be enriched in pathways that are relevant to lens development (e.g., “structural constituent of eye lens” (GO:0005212) and “lens development in camera-type eye” (GO:0002088)), while the elevated DEGs represented pathways not enriched in normal lenses (e.g., “proton transporting ATPase activity, rotational mechanism” (GO:0046961)*,* “cytoplasmic vesicle membrane” (GO:0030659) and “calcium-dependent protein binding” (GO:0048306)). Additionally, the GO term “lens fiber cell differentiation” (GO:0070306) was enriched for DEGs that are reduced upon Celf1-deficiency and are also preferentially expressed in normal fiber cells, suggesting that key fiber cell expressed genes are under positive control of Celf1. Interestingly, the GO terms “extracellular matrix” (GO:0031012) and “cell projection membrane” (GO:0031253) were enriched for DEGs preferentially expressed in normal epithelial cells, suggesting that Celf1 may have a distinct role in positive regulation of these processes in epithelial cells. Finally, the GO term “positive-regulation of brown fat cell differentiation” (GO:0090335) was enriched in the subset of reduced DEGs that are direct RNA targets of Celf1 protein. This GO term contained the transcription factor Prdm16, which is independently found to exhibit high lens-enriched expression in iSyTE, especially at/beyond secondary fiber cell differentiation at E16.5. Thus, alteration of *Prdm16* expression in *Celf1*^cKO^ lenses, its identification as a direct RNA target of Celf1 protein, and its enriched expression in normal lenses together make Prdm16 a high-priority candidate whose role in lens development and pathology can be examined in the future.

Together, these various analyses provide insights into lens pathology in *Celf1*^cKO^ mice and identified numerous promising candidates that may be critical for proper lens development. To further prioritize direct RNA targets of Celf1 protein that play a key role in the lens, we used previously reported as well as new microarray transcriptomic analysis on *Celf1*^cKO^ lenses at different postnatal stages (P0 and P6). This allows independent validation of hundreds of DEGs identified by RNA-seq in the *Celf1*^cKO^ lens. Along with the various prioritization approaches described in this report, especially the CLIP-seq analysis that identified direct targets of Celf1 (in addition to other parameters such as, lens-enriched expression in iSyTE, preferential expression in epithelial or fiber cells, etc.), the microarray data identifies high-confidence candidates in the lens for future studies. These analyses show that upon Celf1 deficiency, a cohort of cataract-linked genes are mis-expressed (e.g., the crystallins *Cryab*, *Cryba2*, *Cryba4*, *Crybb1*, *Crybb2*, *Cryga*, *Crygb*, *Crygc* and *Crygd*, the connexins *Gjb6* and *Gja3*, the membrane protein *Bfsp1*, the extracellular matrix associated peroxidase *Pxdn*, and the post-transcriptional regulator *Tdrd7*), in addition to alterations in distinct pathways, thus indicating that multiple factors likely contribute to the manifestation of the cataract defect. Importantly, the present analyses identify as yet unappreciated and novel high-priority candidates in the lens for defining new pathways involved in lens biology (e.g., Ell2 and Prdm16) that likely also contribute to the cataracts resulting from Celf1 deficiency. In particular, the following targets are promising. Ell2, a transcription elongation factor, that functions in a fundamental regulatory process—considered ubiquitously important—in transcription. This is because Ell2 facilitates the release of the RNA Polymerase II from its “pause” in early stages of transcription, which in turn allows the enzyme to proceed with transcription of its target genes. The present study shows that Celf1 functions in controlling the proper dosage of Ell2 in the lens, and thus opens up a new direction in lens research by encouraging the question: are factors like Ell2—that play a critical role in a ubiquitously important regulatory process—specifically recruited for controlling expression of key genes in the lens, a tissue that is known to produce extremely high levels of transcripts that in turn get translated into abundant levels of proteins (e.g., crystallins, which reach concentrations of 450 mg/mL in the lens). Further, this study, by prioritizing Prdm16 which is significantly reduced in Celf1-deficient lenses, has led to the identification of a new transcription factor in the lens, further investigation of which will advance the understanding of gene expression control in this tissue.

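Prdm16 (ENSMUSG00000039410) lies on chromosome 4 of GRCm38 from 154316125 to 154636873 on the - strand. Its level fell from 7.59 ± 0.16 log2 CPM (SD, n = 3) in control lenses to 5.70 ± 0.73 (SD, n = 3) in Celf1cKO lenses. The log2 fold-change was -1.89 (standard error 0.32, adjusted p = 0.0162 from limma with Benjamini-Hochberg adjustment, 0.0196 with the replicate number as a block). Between 6697 and 8080 reads were counted on it per control library and between 1884 and 3993 per Celf1cKO library. Without the variance trend the adjusted p-value from limma was 0.0517. Over the fits that each left out 1 library the log2 fold-change ranged from -2.31 to -1.67, with an adjusted p-value above 0.05 in 3 of the 6 fits.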

## 5. Conclusions

This study reports on the impact of Celf1-deficiency on the early postnatal lens transcriptome. Application of various analyses such as identification in Cat-Map, lens-enriched expression in iSyTE, preferential expression in epithelial or fiber cells, identification as direct RNA target in CLIP-seq data, and GO term enrichment provides insights into key transcriptomic events that are under the control of Celf1 in normal lens development and whose alterations contribute to lens pathology, which includes several established cataract-linked genes such as crystallins, connexins, membrane proteins, etc. Finally, along with independent validation by microarrays, this study provides a new cohort of high-confidence genes (e.g., *Ell2*, *Prdm16*, etc.) for future investigations in lens development.

## Figures and Tables

**Figure 1:**
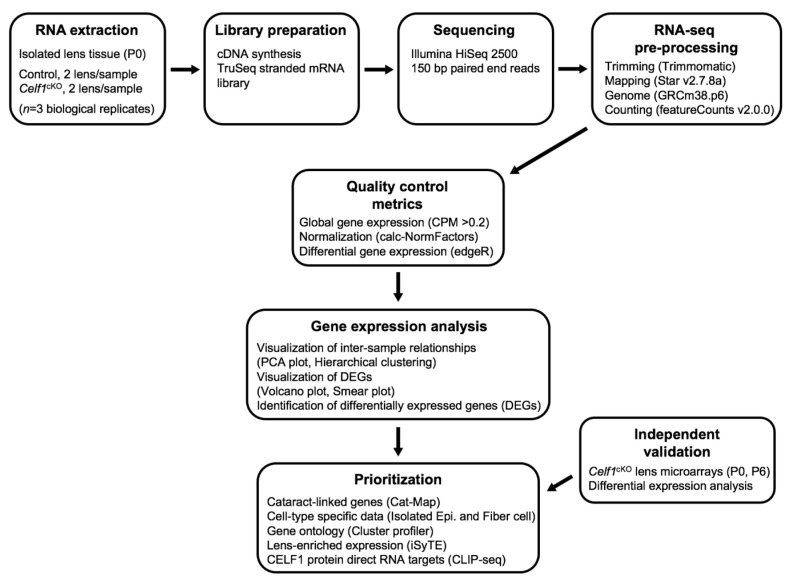
RNA-sequencing (RNA-seq) analysis flowchart. A flowchart outlining the experimental design and bioinformatics pipeline to determine differentially expressed genes between control and *Celf1^cKO^* lenses and their downstream analysis.

**Figure 2:**
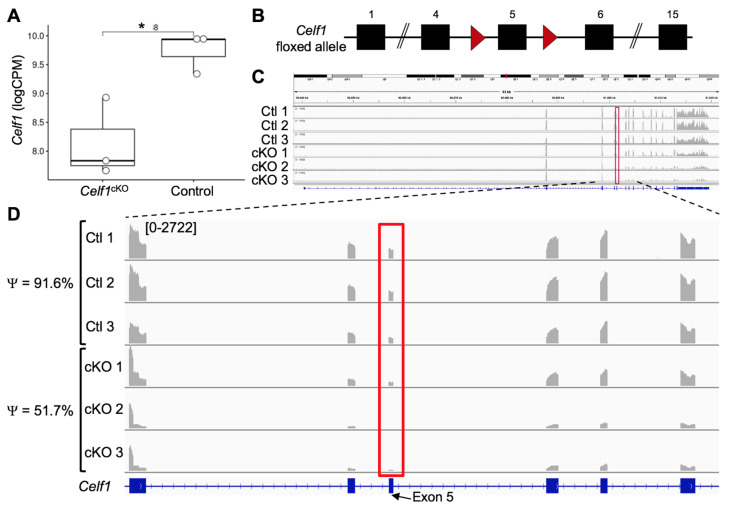
RNA-seq confirms reduction of *Celf1* mRNA in *Celf1^cKO^* mouse lenses. (**A**) Celf1 mRNA levels in logCPM (counts per million) are significantly reduced in *Celf1^cKO^* lenses compared to control (*n* = 3) as estimated by Student’s *t*-test (asterisk indicates *p* < 0.05). (**B**) Schematic of *Celf1* floxed allele showing exon 5 flanked by loxP sites (red arrowheads). (**C**) Visualization of the mapped reads on mouse *Celf1* locus, which at high magnification (**D**) shows that, compared to control lens samples 1–3 that exhibit inclusion of *Celf1* exon 5 in an average of 91.6% of transcripts (represented by Ψ), *Celf1^cKO^* lens samples 1–3 show an average of only 51.7% of transcripts include *Celf1* exon 5 (represented by Ψ). The proportion of transcripts containing exon 5 is estimated by exon junction analysis.

**Figure 3:**
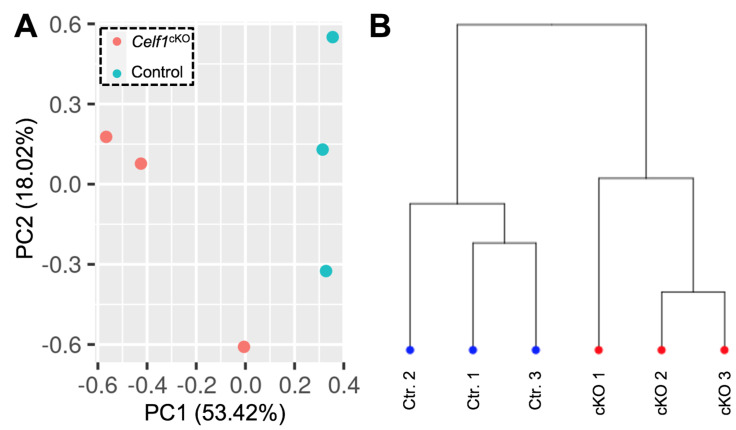
Validation of replicates for control and *Celf1^cKO^* lens RNA-seq datasets. (**A**) Principal component analysis (PCA) of RNA-seq samples shows principal component 1 (PC1) segregates the control replicates from *Celf1^cKO^* replicates. PC1 is responsible for 53.42% of the variance. (**B**) The control and *Celf1^cKO^* replicates can be segregated as per hierarchical clustering analysis based on expression of all genes.

**Figure 4:**
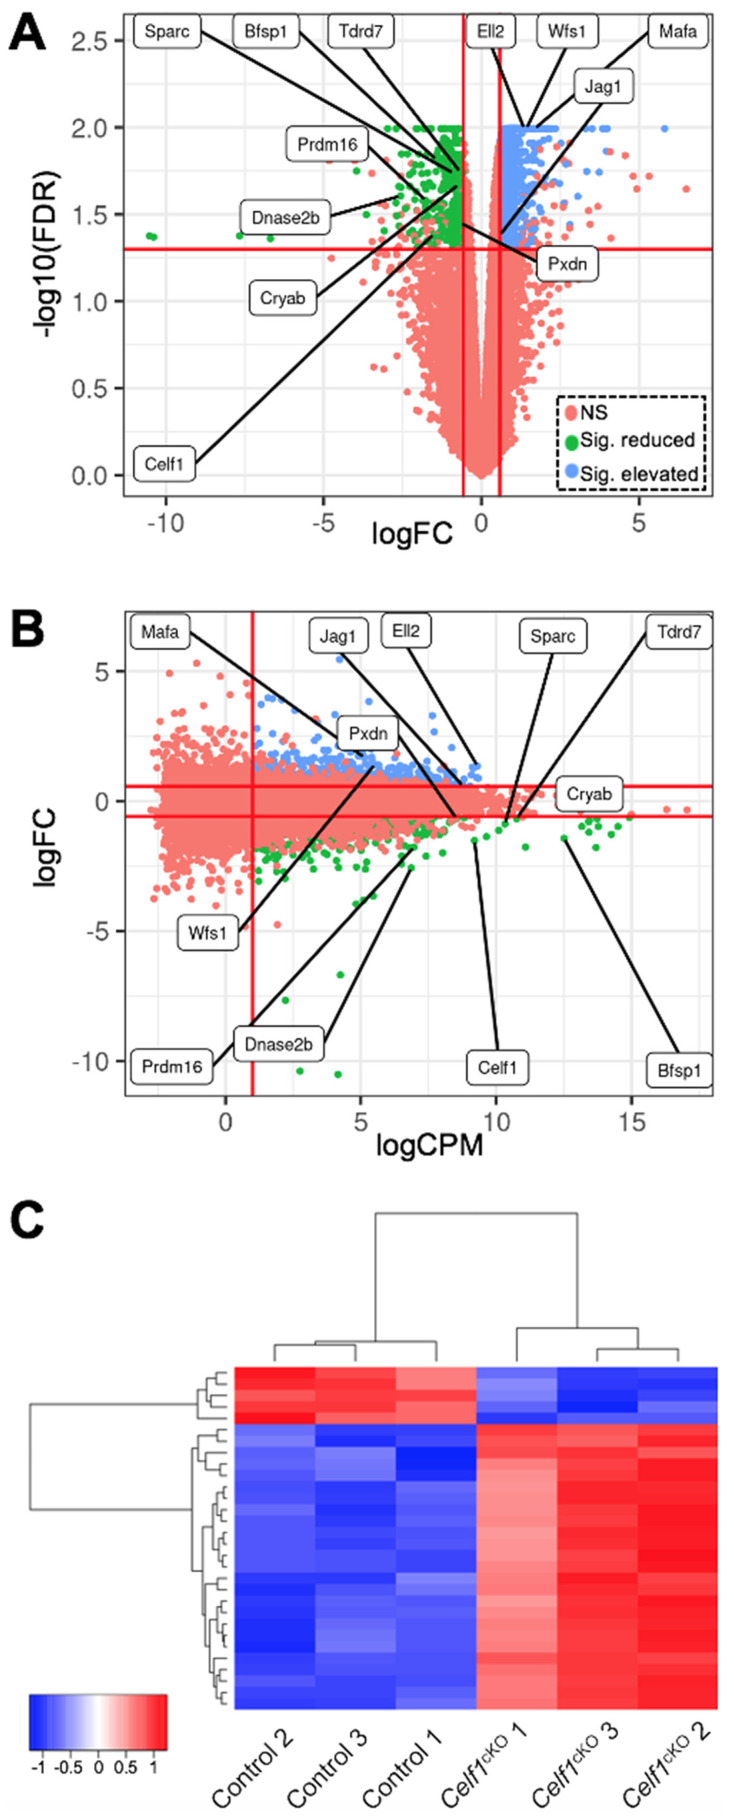
Identification of differentially expressed genes (DEGs) in *Celf1^cKO^* lens. (**A**) Volcano plot and (**B**) smear plot show the different cut-offs used to identify DEGs between *Celf1^cKO^* and control lens RNA-seq samples. With cut-off FDR < 0.05, |logFC| > 0.58, logCPM > 1.0, 660 genes and 327 genes were found to be significantly elevated and reduced, respectively, between *Celf1^cKO^* and control lens samples. NS, not significant. Key cataract/lens-relevant DEGs are labelled in (**A**,**B**). (**C**) Heat map of all significant DEGs in *Celf1^cKO^* lenses compared to control.

**Figure 5:**
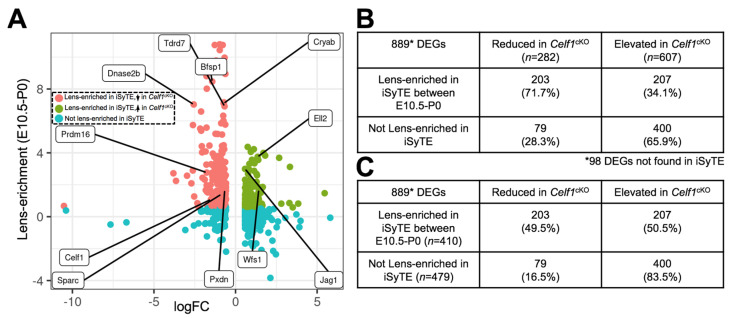
Examination of iSyTE-based lens-enriched expression of *Celf1^cKO^* lens DEGs. (**A**) Quadrant plot of *Celf1^cKO^* lens DEGs (logFC on *x*-axis) and their respective lens-enrichment score between stages E10.5 and P0 as per iSyTE (*y*-axis). The threshold of lens-enrichment is >1.5 fold-change in the lens as per in silico subtraction-based comparison to WB reference dataset. (**B**) Quantification table of reduced and elevated *Celf1^cKO^* lens DEGs with respect to their lens-enrichment score in normal lens development. (**C**) Quantification table, in which percent of lens-enriched DEGs or lens non-enriched DEGs are either reduced or elevated in *Celf1^cKO^* lens DEGs.

**Figure 6:**
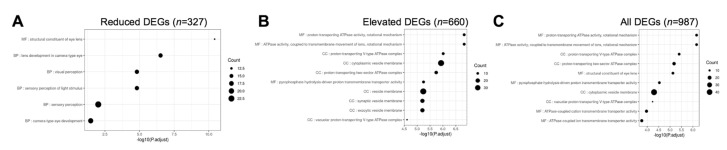
Gene ontology (GO) and pathway analysis on *Celf1^cKO^* lens DEGs obtained from RNA-seq. The top significant GO terms enriched in (**A**) reduced DEGs, (**B**) elevated DEGs, and (**C**) all DEGs in *Celf1^cKO^* lenses.

**Figure 7:**
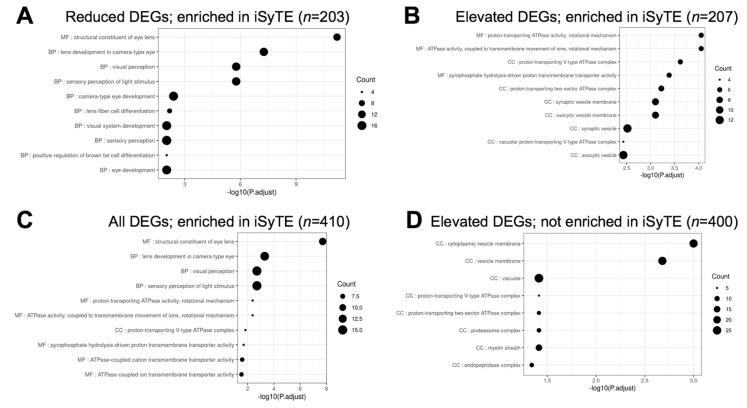
Gene ontology (GO) and pathway analysis on *Celf1^cKO^* DEGs analyzed by iSyTE. The top significant GO terms enriched in (**A**) reduced DEGs, (**B**) elevated DEGs, and (**C**) all DEGs that exhibit enriched expression in normal lenses as per iSyTE. (**D**) The top significant GO terms enriched in *Celf1^cKO^* lens elevated DEGs that do not exhibit enriched expression in normal lenses.

**Figure 8:**
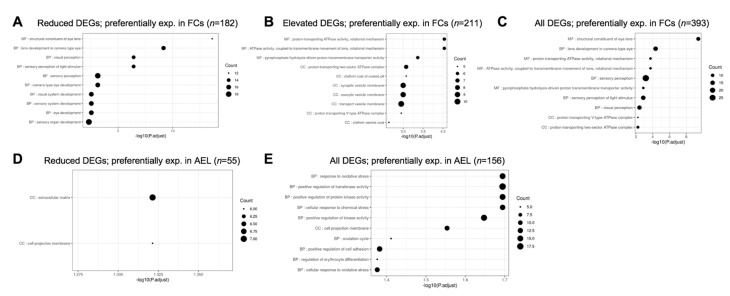
Gene ontology (GO) and pathway analysis on *Celf1^cKO^* lens DEGs preferentially expressed in the anterior epithelium of the lens (AEL) and fiber cells (FCs). The top significant GO terms enriched in (**A**) reduced DEGs, (**B**) elevated DEGs, and (**C**) all DEGs that are preferentially expressed in normal FCs. The top significant GO terms enriched in (**D**) reduced DEGs and (**E**) all DEGs that are preferentially expressed in normal AEL. No significant GO terms were identified in *Celf1^cKO^* elevated DEGs expressed in normal AEL.

**Figure 9:**
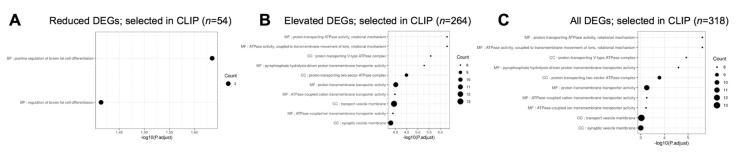
Gene ontology (GO) and pathway analysis on *Celf1^cKO^* lens DEGs that are also identified in CLIP-seq dataset. The top significant GO terms enriched in (**A**) reduced DEGs, (**B**) elevated DEGs, and (**C**) all DEGs that are also identified in CELF1 cross-linked immunoprecipitation followed by RNA-sequencing (CLIP-seq) data on the human cell line (Hela cells).

**Figure 10:**
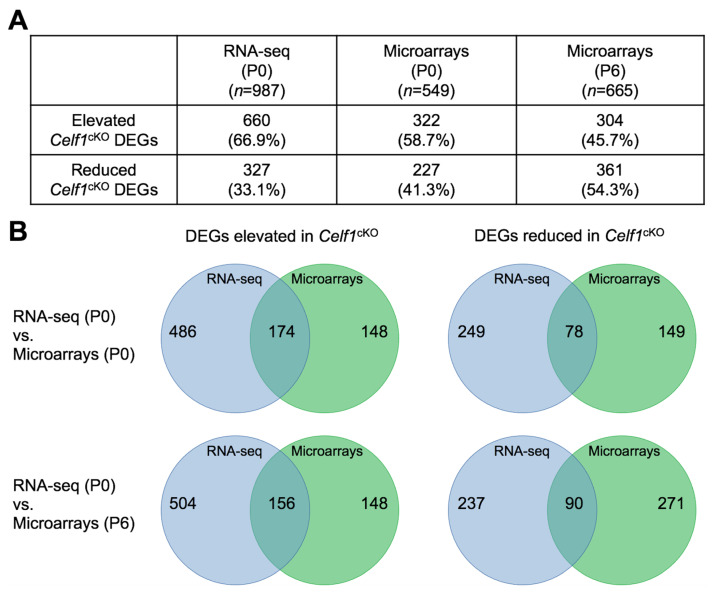
Comparative analysis of *Celf1^cKO^* lens DEGs obtained from RNA-seq and microarrays. (**A**) List of elevated and reduced differentially expressed genes (DEGs) in *Celf1^cKO^* lenses as identified by RNA-seq at stage P0 and microarrays at stage P0 and P6. (**B**) Venn diagrams indicating elevated or reduced *Celf1^cKO^* lens DEGs commonly—or exclusively—identified by RNA-seq and microarray analysis at P0 and P6.

**Table 1:** *Celf1*^cKO^ lens DEGs linked to cataracts in the Cat-Map database.

Symbol	logFC	logCPM	FDR	Symbol	logFC	logCPM	FDR
*Lgsn*	−3.957	4.826	0.02	*Tdrd7*	−0.673	10.755	0.02
*Gjb6*	−3.08	1.224	0.04	*Cryba4*	−0.671	13.735	0.02
*Dnase2b*	−2.565	6.866	0.03	*Pxdn*	−0.667	8.535	0.04
*Lctl*	−1.985	8.025	0.01	*Flnb*	−0.664	5.836	0.02
*Crybb2*	−1.763	11.087	0.03	*Crybb1*	−0.623	14.92	0.02
*Celf1*	−1.511	9.204	0.04	*Jag1*	0.582	8.78	0.04
*Bfsp1*	−1.428	12.513	0.02	*Psmc3*	0.587	7.955	0.03
*Adgrl2*	−1.326	5.119	0.03	*Ube2a*	0.597	4.673	0.03
*Crygb*	−1.275	14.257	0.02	*Nploc4*	0.6	6.468	0.02
*Cryba2*	−1.195	13.429	0.02	*Sec23a*	0.681	7.201	0.01
*Gja3*	−1.12	10.1	0.02	*Klc1*	0.724	8.255	0.02
*Dnmbp*	−1.109	8.04	0.01	*Ercc6*	0.803	4.453	0.02
*Ulk4*	−1.07	2.037	0.02	*Atm*	0.811	4.526	0.05
*Crygd*	−0.973	14.5	0.01	*Rnf149*	0.857	3.842	0.02
*Cryga*	−0.968	13.166	0.01	*Agps*	0.907	5.422	0.02
*Sparc*	−0.874	10.326	0.02	*Ptn*	1.047	5.652	0.01
*Sord*	−0.815	4.669	0.02	*Polr3b*	1.08	4.807	0.02
*Loxl1*	−0.793	6.509	0.02	*Pqbp1*	1.247	5.673	0.01
*Crygc*	−0.788	13.425	0.01	*Pgrmc1*	1.258	6.345	0.02
*Ace*	−0.785	5.561	0.046	*Wfs1*	1.421	5.521	0.01
*Fkrp*	−0.745	4.324	0.022	*Mafa*	1.684	5.134	0.01
*Cryab*	−0.73	13.439	0.021				

**Table 2:** *Celf1*^cKO^ lens DEGs preferentially expressed in normal lens fiber cells (FCs) or anterior epithelium of the lens (AEL).

Total DEGs (*n* = 987)	Reduced in *Celf1*^cKO^ Lens (*n* = 327)	Elevated in *Celf1*^cKO^ Lens (*n* = 660)
Preferentially exp. in FCs	182	211
Preferentially exp. in AEL	55	101
Not preferentially exp. in FCs or AEL	90	348

**Table 3:** *Celf1*^cKO^ lens DEGs selected by cross-linked immunoprecipitation (CLIP) that exhibit enriched expression in normal lenses as per iSyTE.

DEGs Selected by CLIP (*n* = 297 ^1^)	Reduced in *Celf1*^cKO^ Lens (*n* = 50)	Elevated in *Celf1*^cKO^ Lens (*n* = 247)
Lens enriched-exp. in iSyTE	26	77
Not lens enriched-exp. in iSyTE	24	170

^1^ 21 of the DEGs selected by CLIP were not found in iSyTE.

**Table 4:** *Celf1*^cKO^ lens DEGs selected by cross-linked immunoprecipitation (CLIP) that are preferentially expressed in normal lens fiber cells (FCs) or anterior epithelium of the lens (AEL).

DEGs Selected by CLIP (*n* = 318)	Reduced in *Celf1*^cKO^ Lens (*n* = 54)	Elevated in *Celf1*^cKO^ Lens (*n* = 264)
Preferentially exp. in FCs	30	74
Preferentially exp. in AEL	9	41
Not preferentially exp. in FCs or AEL	15	149

## Data Availability

The RNA-sequencing data and the microarray data described here will be submitted to the Gene Expression Omnibus.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cells12071070/s1, Figure S1: *Celf1*^cKO^ lens exhibits reduced gamma crystallin expression, Figure S2: Volcano plot and smear plot of *Celf1*^cKO^ lens microarray datasets at P0 and P6, Table S1: Summary of RNA-seq reads and mapping, Table S2: Differential gene expression analysis of *Celf1*^cKO^ lens by RNA-seq, Table S3: iSyTE lens-enriched expression of *Celf1*^cKO^ lens DEGs identified by RNA-seq, Table S4: Epithelial- and fiber cell-preferred expression of *Celf1*^cKO^ lens DEGs identified by RNA-seq, Table S5: GSEA analysis of *Celf1*^cKO^ lens RNA-seq data, Table S6: Gene ontology analysis of *Celf1*^cKO^ lens DEGs, Table S7: Differential gene expression analysis of *Celf1*^cKO^ lens by microarrays at P0 and P6, Table S8: *Celf1*^cKO^ lens DEGs commonly identified by RNA-seq and microarrays.

## References

[1] Harland R.M., Grainger R.M. (2011). Xenopus Research: Metamorphosed by Genetics and Genomics. Trends Genet..

[2] Graw J. (2009). Mouse Models of Cataract. J. Genet..

[3] Shiels A., Hejtmancik J.F. (2021). Inherited Cataracts: Genetic Mechanisms and Pathways New and Old. Exp. Eye Res..

[4] Cvekl A., Zhang X. (2017). Signaling and Gene Regulatory Networks in Mammalian Lens Development. Trends Genet..

[5] Lachke S.A., Maas R.L. (2010). Building the Developmental Oculome: Systems Biology in Vertebrate Eye Development and Disease. Wiley Interdiscip. Rev. Syst. Biol. Med..

[6] Lachke S.A. (2022). RNA-Binding Proteins and Post-Transcriptional Regulation in Lens Biology and Cataract: Mediating Spatiotemporal Expression of Key Factors That Control the Cell Cycle, Transcription, Cytoskeleton and Transparency. Exp. Eye Res..

[7] Dash S., Siddam A.D., Barnum C.E., Janga S.C., Lachke S.A. (2016). RNA-Binding Proteins in Eye Development and Disease: Implication of Conserved RNA Granule Components. Wiley Interdiscip. Rev. RNA.

[8] Dash S., Dang C.A., Beebe D.C., Lachke S.A. (2015). Deficiency of the RNA Binding Protein Caprin2 Causes Lens Defects and Features of Peters Anomaly. Dev. Dyn..

[9] Siddam A.D., Gautier-Courteille C., Perez-Campos L., Anand D., Kakrana A., Dang C.A., Legagneux V., Méreau A., Viet J., Gross J.M. (2018). The RNA-Binding Protein Celf1 Post-Transcriptionally Regulates P27Kip1 and Dnase2b to Control Fiber Cell Nuclear Degradation in Lens Development. PLoS Genet..

[10] Aryal S., Viet J., Weatherbee B.A.T., Siddam A.D., Hernandez F.G., Gautier-Courteille C., Paillard L., Lachke S.A. (2020). The Cataract-Linked RNA-Binding Protein Celf1 Post-Transcriptionally Controls the Spatiotemporal Expression of the Key Homeodomain Transcription Factors Pax6 and Prox1 in Lens Development. Hum. Genet..

[11] Dash S., Brastrom L.K., Patel S.D., Scott C.A., Slusarski D.C., Lachke S.A. (2020). The Master Transcription Factor SOX2, Mutated in Anophthalmia/Microphthalmia, Is Post-Transcriptionally Regulated by the Conserved RNA-Binding Protein RBM24 in Vertebrate Eye Development. Hum. Mol. Genet..

[12] Lachke S.A., Alkuraya F.S., Kneeland S.C., Ohn T., Aboukhalil A., Howell G.R., Saadi I., Cavallesco R., Yue Y., Tsai A.C.-H. (2011). Mutations in the RNA Granule Component TDRD7 Cause Cataract and Glaucoma. Science.

[13] Barnum C.E., Al Saai S., Patel S.D., Cheng C., Anand D., Xu X., Dash S., Siddam A.D., Glazewski L., Paglione E. (2020). The Tudor-Domain Protein TDRD7, Mutated in Congenital Cataract, Controls the Heat Shock Protein HSPB1 (HSP27) and Lens Fiber Cell Morphology. Hum. Mol. Genet..

[14] Lorén C.E., Schrader J.W., Ahlgren U., Gunhaga L. (2009). FGF Signals Induce Caprin2 Expression in the Vertebrate Lens. Differentiation.

[15] Nakazawa K., Shichino Y., Iwasaki S., Shiina N. (2020). Implications of RNG140 (Caprin2)-Mediated Translational Regulation in Eye Lens Differentiation. J. Biol. Chem..

[16] Shao M., Lu T., Zhang C., Zhang Y.-Z., Kong S.-H., Shi D.-L. (2020). Rbm24 Controls Poly(A) Tail Length and Translation Efficiency of Crystallin MRNAs in the Lens via Cytoplasmic Polyadenylation. Proc. Natl. Acad. Sci. USA.

[17] Chen J., Wang Q., Cabrera P.E., Zhong Z., Sun W., Jiao X., Chen Y., Govindarajan G., Naeem M.A., Khan S.N. (2017). Molecular Genetic Analysis of Pakistani Families with Autosomal Recessive Congenital Cataracts by Homozygosity Screening. Investig. Ophthalmol. Vis. Sci..

[18] Fernández-Alcalde C., Nieves-Moreno M., Noval S., Peralta J.M., Montaño V.E.F., Del Pozo Á., Santos-Simarro F., Vallespín E. (2021). Molecular and Genetic Mechanism of Non-Syndromic Congenital Cataracts. Mutation Screening in Spanish Families. Genes.

[19] Kandaswamy D.K., Prakash M.V.S., Graw J., Koller S., Magyar I., Tiwari A., Berger W., Santhiya S.T. (2020). Application of WES Towards Molecular Investigation of Congenital Cataracts: Identification of Novel Alleles and Genes in a Hospital-Based Cohort of South India. Int. J. Mol. Sci..

[20] Tan Y.-Q., Tu C., Meng L., Yuan S., Sjaarda C., Luo A., Du J., Li W., Gong F., Zhong C. (2019). Loss-of-Function Mutations in TDRD7 Lead to a Rare Novel Syndrome Combining Congenital Cataract and Nonobstructive Azoospermia in Humans. Genet. Med..

[21] Tanaka T., Hosokawa M., Vagin V.V., Reuter M., Hayashi E., Mochizuki A.L., Kitamura K., Yamanaka H., Kondoh G., Okawa K. (2011). Tudor Domain Containing 7 (Tdrd7) Is Essential for Dynamic Ribonucleoprotein (RNP) Remodeling of Chromatoid Bodies during Spermatogenesis. Proc. Natl. Acad. Sci. USA.

[22] Zheng C., Wu M., He C.-Y., An X.-J., Sun M., Chen C.-L., Ye J. (2014). RNA Granule Component TDRD7 Gene Polymorphisms in a Han Chinese Population with Age-Related Cataract. J. Int. Med. Res..

[23] Choquet H., Melles R.B., Anand D., Yin J., Cuellar-Partida G., Wang W., Hoffmann T.J., Nair K.S., Hysi P.G., 23andMe Research Team (2021). A Large Multiethnic GWAS Meta-Analysis of Cataract Identifies New Risk Loci and Sex-Specific Effects. Nat. Commun..

[24] Bauermeister D., Claußen M., Pieler T. (2015). A Novel Role for Celf1 in Vegetal RNA Localization during Xenopus Oogenesis. Dev. Biol..

[25] Vlasova-St Louis I., Dickson A.M., Bohjanen P.R., Wilusz C.J. (2013). CELFish Ways to Modulate MRNA Decay. Biochim. Biophys. Acta.

[26] Zheng Y., Miskimins W.K. (2011). CUG-Binding Protein Represses Translation of P27Kip1 MRNA through Its Internal Ribosomal Entry Site. RNA Biol..

[27] Ladd A.N., Charlet N., Cooper T.A. (2001). The CELF Family of RNA Binding Proteins Is Implicated in Cell-Specific and Developmentally Regulated Alternative Splicing. Mol. Cell. Biol..

[28] Vlasova I.A., Tahoe N.M., Fan D., Larsson O., Rattenbacher B., Sternjohn J.R., Vasdewani J., Karypis G., Reilly C.S., Bitterman P.B. (2008). Conserved GU-Rich Elements Mediate MRNA Decay by Binding to CUG-Binding Protein 1. Mol. Cell..

[29] Rowan S., Conley K.W., Le T.T., Donner A.L., Maas R.L., Brown N.L. (2008). Notch Signaling Regulates Growth and Differentiation in the Mammalian Lens. Dev. Biol..

[30] Lachke S.A., Ho J.W.K., Kryukov G.V., O’Connell D.J., Aboukhalil A., Bulyk M.L., Park P.J., Maas R.L. (2012). ISyTE: Integrated Systems Tool for Eye Gene Discovery. Investig. Ophthalmol. Vis. Sci..

[31] Rowan S., Siggers T., Lachke S.A., Yue Y., Bulyk M.L., Maas R.L. (2010). Precise Temporal Control of the Eye Regulatory Gene Pax6 via Enhancer-Binding Site Affinity. Genes. Dev..

[32] Dobin A., Davis C.A., Schlesinger F., Drenkow J., Zaleski C., Jha S., Batut P., Chaisson M., Gingeras T.R. (2013). STAR: Ultrafast Universal RNA-Seq Aligner. Bioinformatics.

[33] Liao Y., Smyth G.K., Shi W. (2014). FeatureCounts: An Efficient General Purpose Program for Assigning Sequence Reads to Genomic Features. Bioinformatics.

[34] Chen Y., Lun A.T.L., Smyth G.K. (2016). From Reads to Genes to Pathways: Differential Expression Analysis of RNA-Seq Experiments Using Rsubread and the EdgeR Quasi-Likelihood Pipeline. F1000Research.

[35] Shiels A., Bennett T.M., Hejtmancik J.F. (2010). Cat-Map: Putting Cataract on the Map. Mol. Vis..

[36] Kakrana A., Yang A., Anand D., Djordjevic D., Ramachandruni D., Singh A., Huang H., Ho J.W.K., Lachke S.A. (2018). ISyTE 2.0: A Database for Expression-Based Gene Discovery in the Eye. Nucleic Acids Res..

[37] Zhao Y., Zheng D., Cvekl A. (2018). A Comprehensive Spatial-Temporal Transcriptomic Analysis of Differentiating Nascent Mouse Lens Epithelial and Fiber Cells. Exp. Eye Res..

[38] Le Tonquèze O., Gschloessl B., Legagneux V., Paillard L., Audic Y. (2016). Identification of CELF1 RNA Targets by CLIP-Seq in Human HeLa Cells. Genom. Data.

[39] Yu G., Wang L.-G., Han Y., He Q.-Y. (2012). ClusterProfiler: An R Package for Comparing Biological Themes among Gene Clusters. OMICS.

[40] Agrawal S.A., Anand D., Siddam A.D., Kakrana A., Dash S., Scheiblin D.A., Dang C.A., Terrell A.M., Waters S.M., Singh A. (2015). Compound Mouse Mutants of BZIP Transcription Factors Mafg and Mafk Reveal a Regulatory Network of Non-Crystallin Genes Associated with Cataract. Hum. Genet..

[41] Thorvaldsdóttir H., Robinson J.T., Mesirov J.P. (2013). Integrative Genomics Viewer (IGV): High-Performance Genomics Data Visualization and Exploration. Brief. Bioinform..

[42] Beisang D., Bohjanen P.R., Vlasova-St. Louis I.A., Abdelmohsen K. (2012). CELF1, a Multifunctional Regulator of Posttranscriptional Networks. Binding Protein.

[43] Kress C., Gautier-Courteille C., Osborne H.B., Babinet C., Paillard L. (2007). Inactivation of CUG-BP1/CELF1 Causes Growth, Viability, and Spermatogenesis Defects in Mice. Mol. Cell. Biol..

[44] Cifdaloz M., Osterloh L., Graña O., Riveiro-Falkenbach E., Ximénez-Embún P., Muñoz J., Tejedo C., Calvo T.G., Karras P., Olmeda D. (2017). Systems Analysis Identifies Melanoma-Enriched pro-Oncogenic Networks Controlled by the RNA Binding Protein CELF1. Nat. Commun..

[45] Chaudhury A., Cheema S., Fachini J.M., Kongchan N., Lu G., Simon L.M., Wang T., Mao S., Rosen D.G., Ittmann M.M. (2016). CELF1 Is a Central Node in Post-Transcriptional Regulatory Programmes Underlying EMT. Nat. Commun..

[46] House R.P., Talwar S., Hazard E.S., Hill E.G., Palanisamy V. (2015). RNA-Binding Protein CELF1 Promotes Tumor Growth and Alters Gene Expression in Oral Squamous Cell Carcinoma. Oncotarget.

[47] Matsui T., Sasaki A., Akazawa N., Otani H., Bessho Y. (2012). Celf1 Regulation of Dmrt2a Is Required for Somite Symmetry and Left-Right Patterning during Zebrafish Development. Development.

[48] Timchenko N.A., Cai Z.J., Welm A.L., Reddy S., Ashizawa T., Timchenko L.T. (2001). RNA CUG Repeats Sequester CUGBP1 and Alter Protein Levels and Activity of CUGBP1. J. Biol. Chem..

[49] Philips A.V., Timchenko L.T., Cooper T.A. (1998). Disruption of Splicing Regulated by a CUG-Binding Protein in Myotonic Dystrophy. Science.

[50] Xiao J., Jin S., Wang X., Huang J., Zou H. (2022). CELF1 Selectively Regulates Alternative Splicing of DNA Repair Genes Associated With Cataract in Human Lens Cell Line. Biochem. Genet..

[51] Xiao J., Tian X., Jin S., He Y., Song M., Zou H. (2022). CELF1 Promotes Matrix Metalloproteinases Gene Expression at Transcriptional Level in Lens Epithelial Cells. BMC Ophthalmol..

[52] Nishimoto S., Kawane K., Watanabe-Fukunaga R., Fukuyama H., Ohsawa Y., Uchiyama Y., Hashida N., Ohguro N., Tano Y., Morimoto T. (2003). Nuclear Cataract Caused by a Lack of DNA Degradation in the Mouse Eye Lens. Nature.

[53] Gilmour D.T., Lyon G.J., Carlton M.B., Sanes J.R., Cunningham J.M., Anderson J.R., Hogan B.L., Evans M.J., Colledge W.H. (1998). Mice Deficient for the Secreted Glycoprotein SPARC/Osteonectin/BM40 Develop Normally but Show Severe Age-Onset Cataract Formation and Disruption of the Lens. EMBO J..

[54] Anand D., Lachke S.A. (2017). Systems Biology of Lens Development: A Paradigm for Disease Gene Discovery in the Eye. Exp. Eye Res..

[55] Anand D., Kakrana A., Siddam A.D., Huang H., Saadi I., Lachke S.A. (2018). RNA Sequencing-Based Transcriptomic Profiles of Embryonic Lens Development for Cataract Gene Discovery. Hum. Genet..

[56] Aryal S., Anand D., Hernandez F.G., Weatherbee B.A.T., Huang H., Reddy A.P., Wilmarth P.A., David L.L., Lachke S.A. (2020). MS/MS in Silico Subtraction-Based Proteomic Profiling as an Approach to Facilitate Disease Gene Discovery: Application to Lens Development and Cataract. Hum. Genet..

How the deposited data were processed for this re-analysis (not part of the article)

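RNA was sequenced from whole lenses of newborn (P0) mice, with 3 control and 3 Celf1cKO libraries, each made from a separate pool of lenses. The authors trimmed the reads, aligned them to the mouse genome GRCm38.p6 with STAR, kept uniquely mapped reads, counted them per gene with featureCounts and kept genes above a low CPM threshold. The authors normalized the libraries with edgeR and deposited the values of each library as log2 CPM, with a small prior count added, for 13931 genes. The log2 fold-changes and the average log2 CPM in the same table are also the authors' own, as are the F statistics, a score for each gene from edgeR's quasi-likelihood test, and the p-value and FDR of that test that the authors deposited. The average log2 CPM was used for the expression threshold, the fold-changes and FDR were used to find the authors' calls, and the score was not used. All 6 columns with values of single libraries were used.

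The samples were grouped by their labels, which name the group and a replicate number and which match the groups in the paper. The labels give the control genotype as Celf1lacZKI/+, which carries a germline knockout allele. The paper's methods name Celf1flox mice without Cre as controls unless otherwise noted. The genotype of the control lenses was therefore not settled, and it bears on every comparison with them. The block by replicate number rests on the numbers that the labels share between the groups, and the paper describes no pairing. Numbers of reads were worked back from the steps of the deposited values, and 100% of them came out whole. They gave between 40694454 and 44387151 reads per library, and 3 reads were taken as the smallest level the depth can show. Intervals of counting error were not computed, because the spread between libraries was used as the error throughout.

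Group differences were tested on the deposited log2 CPM values with limma (version 3.58.1 in R 4.3.3), with the prior variance following expression and without a block, and p-values were adjusted by the Benjamini-Hochberg method over all genes in the table. The thresholds of the paper's methods were kept, with an adjusted p-value under 0.05, a log2 fold-change above 0.58 in either direction and an average log2 CPM above 1, which 10640 genes passed. The prior degrees of freedom were 3.4. Single values were compared between groups with exact permutation tests, which cannot give a p-value under 0.1 with 3 libraries against 3. Gene sets were tested with limma's camera at an assumed correlation between genes of 0.01, against the other genes with an average log2 CPM above 1. The shares of fiber cell genes and of genes without lens-enriched expression, which are those of Table S4 that Table S3 leaves out, were compared by Fisher's exact test over the called genes that the paper's tables list.

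The procedure was tested on simulated counts for 13931 genes, of which 200 were changed. At dispersions of 0.01, 0.05 and 0.2 the test recovered 93.5%, 95% and 45.5% of the changed genes, and 0%, 4.52% and 5.21% of the calls were false. Each simulated change was larger in size than the median log2 fold-changes of the real calls, 0.85 and -0.95. Counts were drawn independently for each gene, without the deviations that genes share in the real libraries. These rates therefore do not show the recovery of smaller changes or the share of false calls in the real data. Gene positions came from GENCODE M21 on GRCm38, in which 13928 of the gene identifiers were found and 3 were not. The identity of crystallin transcripts was computed from edit distances with edlib. Transcripts of the most elevated genes were aligned to those of other genes with blastn 2.17.0. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

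The planned tests and rules were set before the deposited values were analysed. They were written after reading the paper and its supplement, which give the paper's calls on these libraries. The rule for the genes to be named covered every gene that the paper's text or Table 1 names. To these it added the 5 elevated and 5 reduced genes with the largest log2 fold-change among called genes whose groups did not overlap. It was not followed in full. The genes that the paper's text reports on from these libraries were described, and of the genes that only Table 1 names, Lgsn, Mafa and Wfs1, which had the largest fall and the largest rises there, and Atm were described and the rest were summarised. Genes that the text names from earlier work, such as Pax6 and Prox1, were not described here. Tmed10, Bex1, Celf2, Bfsp2 and the Y-linked genes were singled out after their values were seen.

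The alternatives were the replicate block, no variance trend, robust empirical Bayes, array weights, log2(CPM + 1), centring on the median, quantile normalization, rescaling without the crystallin genes, limma voom on the recovered reads, adjustment over expressed genes only, other thresholds, and each library left out in turn. For the gene sets the correlation between genes was also estimated and a rotation test was run. Array weights did not converge and gave Celf1cKO library 3 a weight of 26.76. Gene-by-gene array weights and total-count scaling were added after seeing the data, as were the comparison of genes without lens-enriched expression, its odds ratio and that of fiber cell genes under other fold-change and expression cut-offs, and the proteasome set without Psmc3ip and Psme3ip1. The planned test of Cat-Map genes against the other genes was not run, because only differentially expressed genes carry the mark. Sequencing reads, the inclusion of exon 5, the CLIP data, the iSyTE data and the microarray measurements themselves were not analysed here.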

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

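The tests of GC content, gene length, shared reads and scaling given here were chosen before their results were seen, except that total-count scaling, among the 4 scalings used, was added after seeing the data, and the comparison with cornea and skin markers was made afterwards.

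Dsp, Cck, Hspb8 and Ppp2r2c were among the 5 most elevated genes, behind Cdkn1a, and the paper's text does not discuss them. Their log2 fold-changes were 5.34, 3.86, 3.8 and 3.74. Reads counted on Dsp were 34, 26 and 34 in control libraries and 1010, 2197 and 1952 in Celf1cKO libraries. For Hspb8 they were 199, 135 and 258 against 1961, 4753 and 3802. Cck and Ppp2r2c were near the smallest level the depth can show in some control libraries, with 14, 19 and 6 reads on Cck and 13, 3 and 23 on Ppp2r2c, against 198, 182 and 393 and against 114, 339 and 190 in Celf1cKO libraries. The adjusted p-values from limma were 0.00149 for Dsp, 0.0094 for Cck, 0.00855 for Hspb8 and 0.016 for Ppp2r2c. Over 18 alternatives they ranged from 1.55e-05 to 0.0259 for Dsp, from 0.000229 to 0.0607 for Cck, from 0.00013 to 0.0607 for Hspb8 and from 0.000608 to 0.0784 for Ppp2r2c, with the replicate block among these alternatives at 0.0122, 0.0166, 0.0133 and 0.0222.

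A bias by GC content and gene length was tested by removing the trend of the log2 fold-change on both, which left the smallest of the 4 log2 fold-changes at 3.81, against 3.74 before. The trend gave between -0.09 and -0.01 for genes of the same GC content and length as these 4, which shows no average bias of the size of the elevation and does not address a bias of single genes. Reads shared with a near-identical gene were tested by aligning each gene's longest transcript to the transcripts of other genes, and at most 25% of a transcript was identical to another gene's transcript. The scaling of the libraries was tested with 4 other scalings, and each of the genes was called under all 4. Tissue carried along at dissection was weighed with 10 listed markers of cornea and skin epithelium, of which 2 were in the table. Of these 2 markers 0 were called and 1 had an unadjusted p-value under 0.05, and their median log2 fold-change was 0.50. Such a small rise goes against carried tissue as the main source of elevations of 3.74 and more, although 2 markers are too few to exclude it. That Celf1 deficiency raises these transcripts in lens cells therefore remains a hypothesis.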

How the results depend on the processing

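Chosen after seeing the data were total-count scaling, gene-by-gene array weights and the comparison of genes without lens-enriched expression. So were the proteasome set without Psmc3ip and Psme3ip1 and the odds ratios under other fold-change and expression cut-offs. The other alternatives were set before the deposited values were analysed, but after the paper and its supplement had been read.

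Without the variance trend 421 genes were called, 306 elevated and 115 reduced, with 16 Cat-Map genes and 123 and 118 genes shared with the P0 and P6 microarray lists. The log2 fold-changes were then still -1.60 for Celf1 (adjusted p = 0.0693 from limma) and -1.89 for Prdm16 (adjusted p = 0.0517), over alternatives that ranged from 0.000346 to 0.108 for Celf1 and from 0.000259 to 0.0784 for Prdm16. With array weights, whose estimation did not converge, 2051 genes were called, 1022 elevated and 1029 reduced, and with gene-by-gene array weights 1886, of which 922 were reduced. Total-count scaling moved the median log2 fold-change of expressed genes to 0.23 and gave 1867 calls, 1663 elevated and 204 reduced. The other scalings moved this median by less than 0.1.

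A test against a fold-change of 1.5 (limma treat) gave 4 genes, 4 elevated and 0 reduced. A log2 fold-change above 1 gave 387 genes, 219 elevated and 168 reduced. An adjusted p-value under 0.01 gave 113 genes, 91 elevated and 22 reduced, with 4 Cat-Map genes and with 46 and 43 genes shared with the P0 and P6 microarray lists. With the replicate block 1279 genes were called, 756 elevated and 523 reduced, of which 993 were also called without it.

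Across the 6 fits that each left out 1 library, the calls ranged from 1 to 1916 genes, the elevated genes from 1 to 1039, the reduced genes from 0 to 877, the Cat-Map genes from 0 to 42, and the genes shared with the P0 and P6 microarray lists from 0 to 325 and from 0 to 332. The lowest counts came without control library 2 and without Celf1cKO library 3, where 3412 and 2946 genes had an unadjusted p-value under 0.05. The log2 fold-change ranged from -1.99 to -1.36 for Celf1, from -3.39 to -2.45 for Dnase2b, from 4.83 to 5.95 for Cdkn1a, from 1.25 to 1.48 for Ell2 and from -2.31 to -1.67 for Prdm16. The number of these 6 fits with an adjusted p-value of 0.05 or more was 5 for Celf1, 3 for Dnase2b, 2 for Cdkn1a, 2 for Ell2 and 3 for Prdm16. The PC1 share ranged from 43.6% to 62.7%, and it was 45.9% with each gene scaled. The first split of the clustering separated the groups (1) with genes above log2 CPM 1 only and without control library 1 or Celf1cKO library 1, and did not (0) in the other 4 of these 6 fits.

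With the correlation between genes estimated from the libraries, the adjusted p-values of the crystallin, V-ATPase and proteasome gene sets were each 0.221, whereas the rotation test gave 0.00605, 0.0078 and 0.0078. Under quantile normalization 3 changes reversed, with log2 fold-changes of 0.114 for Cryab, 0.475 for Cryba4 and 0.0499 for Crygc. Their adjusted p-values from limma were 0.525, 0.0291 and 0.743, so only the reversal of Cryba4 passed the threshold. This method gives genes of the same rank the same value in every library. It therefore sets by rank the values of the crystallin genes, which are among the genes with the most reads. It did not remove every fall, with log2 fold-changes of -1.60 for Crybb2 (adjusted p = 0.0308 from limma) and -0.373 for Cryga (adjusted p = 0.0420 from limma). For 28 of the named genes, these included, 504 alternative fits left 378 unchanged in direction and in the side of the adjusted p-value threshold, 118 no longer past it, 5 newly past it (all Crybb1) and 3 reversed. By all of the cut-offs together, 121 calls were lost and 7 gained, the gains being 5 of Crybb1 and 2 of Jag1. Of the lost calls 6 kept their adjusted p-value under 0.05 and their direction, and fell below the fold-change cut-off with total-count scaling (Cryba4, Crygc, Pxdn and Tdrd7) or quantile normalization (Cryga and Tdrd7). The cause was not tested for any of the other changes.

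The odds ratio of fiber cell genes between reduced and elevated genes stayed between 2.76 and 7.2, and that of genes without lens-enriched expression between elevated and reduced genes between 4.77 and 33.6, in all alternatives that gave a value. Because only called genes of Table S4, the paper's own calls, were classed under each alternative, this range shows little stability. Without control library 2 and without Celf1cKO library 3 only 1 gene was called, so neither could be computed, and neither could with the test against a fold-change of 1.5, which left no reduced genes. Depth limits the genes with few reads, such as Ppp2r2c, with 3 reads in 1 control library, whose log2 fold-change ranged from 1.95 to 4.24 over the alternatives.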

Differences from the paper's values

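Of 61 values of the paper that were compared, 0 differed by the rule used. For counts and shares the rule asks for a ratio above 1.5. For log2 fold-changes it asks for a gap above the standard error or an opposite sign. Both sets of values come from the same libraries, so few differences could arise. The paper's reads before alignment were among the values, set against the reads counted on genes, which are a different quantity. The largest gap among the log2 fold-changes of the 43 genes of Table 1 was 0.42.

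The paper states that hierarchical clustering separated the control from the Celf1cKO libraries (Fig. 3B). Over all genes, Celf1cKO library 1 fell on the branch of the control libraries. The groups were separated when only genes above log2 CPM 1 were used, without control library 1 and without Celf1cKO library 1, but not with average linkage, with 1 minus the Pearson correlation, or without any of the other 4 libraries.

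The paper lists Jag1, Crybb1 and Atm among its differentially expressed genes, and none of them was called here. Jag1 was called without Celf1cKO library 1 and with total-count scaling, which was chosen after seeing the values. Crybb1 was called with robust empirical Bayes, with array weights, with voom, with genes above log2 CPM 1 only and with gene-by-gene array weights, the last chosen after seeing the values. Atm was called with the replicate block, with array weights, with genes above log2 CPM 1 only, without Celf1cKO library 1 and, both chosen after seeing the values, with total-count scaling and with gene-by-gene array weights.

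Of the genes that pass the thresholds in the authors' deposited table, 23 were not called here. All 23 were called by at least 1 of the other settings. Array weights called 19 of them, leaving out Celf1cKO library 1 called 14, and leaving out Celf1cKO library 2 called 1. The replicate block and genes above log2 CPM 1 only each called 6, and so did leaving out control library 3. Median centring called 5, and quantile normalization, rescaling without crystallin genes, voom and leaving out control library 1 called 4 each. Robust empirical Bayes called 2. Chosen after seeing the values, total-count scaling called 12 and gene-by-gene array weights 19. No variance trend, log2(CPM + 1), leaving out control library 2 and leaving out Celf1cKO library 3 called 0 of them, with at least 2946 genes of the table at an unadjusted p-value under 0.05. The 23 genes include the Y-linked genes Uty, Eif2s3y, Kdm5d and Ddx3y, which were called with array weights, without control library 3 and with gene-by-gene array weights.

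The text and Fig. 10B give different numbers of genes elevated both by RNA-seq and by the P6 microarrays, and the number here was 155. Genes above log2 CPM 1 only gave the number in the text, and robust empirical Bayes gave the number in Fig. 10B. The elevated Cat-Map genes and the elevated fiber cell genes reached the paper's numbers without Celf1cKO library 1 and the elevated epithelial cell genes did so with genes above log2 CPM 1 only. Table S3 lists 508 genes, 248 reduced and 260 elevated, which is more than the text counts as lens-enriched, and the excess equals the number of genes that the text counts as not found in iSyTE.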

Other observations

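The tests of scaling for the direction of change, of Celf1 loss in Celf1cKO library 1, of fiber cell markers for Bfsp2, of retina markers, of heat shock genes and of the GU-rich element with GC content matched were chosen after the result was seen, as were the rules that leave a tissue open. The other tests were chosen before, although total-count scaling, which some of them use, was added after seeing the data.

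The 6 libraries can be split into groups of 3 in 10 ways, of which 4, the real one included, part all 3 same-numbered pairs and 6 part only 1 pair. Among the 4, only 1, the real split, gave as many differentially expressed genes, and the same held for as large a result of the crystallin, V-ATPase and proteasome gene sets. The other splits gave 0 calls, with between 38 and 1206 genes at an unadjusted p-value under 0.05, against 4171 in the real split. With 0 calls, the numbers of elevated, reduced and Cat-Map genes, the genes shared with the microarray lists and the fiber cell share are 0 by necessity in those splits, so they add nothing to the count of calls. A design of this size cannot give a share under 0.1, so that chance cannot be excluded in this way. The gene set test passed its threshold in many of the 9 other splits, in 8 for the crystallin genes, in 3 for the V-ATPase genes and in 6 for the proteasome genes, with the lowest adjusted p-values at 4.21e-05, 0.000254 and 2.12e-05. Each of these splits sets 2 libraries of one group and 1 of the other against the rest and keeps a part of the difference between the groups, so these numbers do not show how often the test would pass without a difference.

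More genes were elevated than reduced. The lowest share of elevated calls was 59.3% under 4 other scalings, 61.7% among the genes divided into 3 classes by exon length (68.5%, 61.7% and 63%) and 54.5% among 3 classes by GC content (74.1%, 64.5% and 54.5%). The excess remained under each of these scalings and in each class, although array weights, which did not converge, gave 49.8%. Its size differed between the GC classes, and GC content was not corrected for, so a contribution of GC content is left open. With each library thinned to 40694454 reads 64.5% of 1026 calls were elevated, but the libraries differ too little in depth, from that number to 44387151 reads, for thinning to test an effect of depth, which is therefore left open. A wider release of transcripts from negative control by Celf1 may underlie it, which is a hypothesis and was not tested apart from tissue carried along at dissection.

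The Y-linked genes Uty, Eif2s3y, Kdm5d and Ddx3y are the 4 genes with the most negative log2 fold-change among those that pass the thresholds in the authors' deposited table. They were high in control libraries 1 and 2 and low in control library 3 and in the 3 Celf1cKO libraries, with Ddx3y at 5.94, 5.68 and -1.41 log2 CPM in control and -1.52, -1.26 and -1.14 in Celf1cKO libraries. Xist was at 2.31, -1.44 and 9.88 log2 CPM in control and 8.95, 8.35 and 8.22 in Celf1cKO libraries. The adjusted p-values of the 4 Y-linked genes from limma were 0.115, 0.145, 0.131 and 0.127, and over the alternatives they ranged from 0.00137 to 0.575. Reads counted on Kdm5d were 720, 803 and 0 in control and 0, 0 and 1 in Celf1cKO libraries, and those on Eif2s3y were 1955, 2074 and 0 against 2, 1 and 0. These reads show that the sex of the pooled pups, which the paper's text does not name, differed between libraries. Control library 3 lacks them too, so sex and Celf1 were not fully confounded. Only control libraries 1 and 2 had high values, however, so sex was partly confounded with the groups, and no fit took account of it. Of 7 listed genes that escape X inactivation 6 were in the table, and 4 of them had their highest control value in control library 3 (one-sided exact binomial test, p = 0.100137), a test too small to add to this. X-linked genes made up 5.3% of the calls (55 genes) against 3.1% of the other genes tested (Fisher's exact test, two-sided, p = 0.000461729). Whether sex adds to this share was not settled. A gene that followed sex alone would have control library 3 with the Celf1cKO libraries, and the calls, X-linked or not, do not include such genes because of how they were selected. A mislabelled control library 3 was tested on the 438 genes called without it, and 396 (90.4%) of them had a value in that library nearer the other control libraries.

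Celf1cKO library 1 lay between the control libraries and the other Celf1cKO libraries. On the 500 genes with the smallest p-values without each library, it showed a median of 56.4% of the change seen in the other 2 libraries, against 125.2% for Celf1cKO library 2 and 105.8% for Celf1cKO library 3. The 500 genes were used because only 1 gene was called without Celf1cKO library 3. On the genes called without each library, 1916, 436 and 1 of them, the medians were 50.7%, 126% and 105.4%. With total-count scaling Celf1cKO library 1 still had the smallest effect, at 64.3% against 121.9% and 109.1%, so the authors' scaling does not account for it. The order of the 3 libraries by effect followed their order by Celf1 level, which suggests a less complete loss of Celf1 as a candidate explanation, but 3 libraries cannot tell this from other differences between pools.

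Bfsp2 was lower in control library 3, at 8.59 log2 CPM with 15219 reads, than in the other control libraries, at 11.33 and 11.56, and in the Celf1cKO libraries, at 10.96, 10.53 and 10.59. A variant of the surrounding region was tested on genes within 10 Mb, of which 8 of 145 were outlying in that library against 438 of 10494 elsewhere (Fisher's exact test, two-sided, p = 0.400111). Fewer fiber cells in that library were tested on 9 other fiber markers in the table, of which 0 were lower there by more than 1 on the log2 scale. The markers argue against fewer fiber cells. Counting outlying neighbours cannot exclude a variant that leaves nearby genes unchanged, and a change confined to Bfsp2 itself was not tested. The paper describes the mice as of mixed strain background, which was not compared between libraries.

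Tissue carried along at dissection could add to the differences between the groups. Of the markers in the table, 0 of 10 were called for blood vessels, 0 of 7 for retina, 1 of 6 for pigmented epithelium (Mitf, reduced, named after its values were seen), 0 of 2 for cornea and skin epithelium, 0 of 1 for muscle and 0 of 2 for blood. The markers with an unadjusted p-value under 0.05 numbered 1, 0, 1, 1, 0 and 0. The marker lists held 10, 12, 8, 10, 9 and 10 genes. By the rule as first written, 0 markers called would have counted against blood vessels. Their median, however, was 3.92, 3.35 and 3.47 log2 CPM in control and 3.83, 0.60 and 2.68 in Celf1cKO libraries, a range of 3.22 within a group, and the median log2 fold-change was -1.21. Lists whose median ranged by more than 1 within a group, or with fewer than 3 markers in the table, were therefore left open, which covers every tissue tested. Retina markers had a median of -1.03, -2.09 and 1.27 in control and -1.42, -1.87 and -0.40 log2 CPM in Celf1cKO libraries. Table S5 lists blood vessel morphogenesis among the terms with reduced genes, which cannot be told apart from vessel tissue in some of the pools.

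Calls were not more frequent around the Celf1 locus, with 4 of 37 genes (10.8%) within 5 Mb called against 9.7% elsewhere (Fisher's exact test, two-sided, p = 0.778435).

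Cdkn1a and V-ATPase genes are raised in known stress responses, and 4 sets of genes that leave both out were tested for a shared response. The p53 target genes had an adjusted p-value of 0.000169102 from limma's camera (0.000175 with the replicate block), with 19 of 21 genes higher, 6 called elevated and 1 reduced, and a median log2 fold-change of 0.56. Lysosome genes had 0.00556948 (0.0114 with the block), with 21 of 29 higher, 4 called elevated and a median of 0.30. Integrated stress response genes had 0.122223 (0.0467 with the block), with 11 of 15 higher and a median of 0.32, and heat shock genes 0.260136 (0.186 with the block), with 10 of 16 higher and a median of 0.17. Under 4 other scalings the medians stayed positive, from 0.50 to 0.78, from 0.22 to 0.53, from 0.29 to 0.54 and from 0.13 to 0.40. With the estimated correlation between genes the adjusted p-values rose to 0.375, 0.375, 0.375 and 0.475, and at the assumed correlation the sets passed in 4, 2, 2 and 0 of the 9 other splits of the libraries. A p53 or lysosome response in Celf1cKO lenses may be present, but these tests do not establish it.

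The GU-rich element TGTTTGTTTGT, a sequence of the kind CELF1 binds, was found in the annotated 3' UTR of 63 of 661 elevated genes (9.5%), against a mean of 33 in 10000 random lists matched on 3' UTR length and expression (one-sided permutation p = 0.0001, the smallest they can give). With GC content matched as well, the mean was 33.2 and p was again 0.0001. Reduced genes carried it in 11 of 348 cases (3.2%), against a mean of 15.4 in the matched lists (one-sided permutation p = 0.9149). This is consistent with some of the elevated transcripts being direct targets of Celf1, a hypothesis that these data do not test by binding, and genes are not independent replicates.

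Celf2, singled out after its values were seen, was higher in Celf1cKO lenses, with a log2 fold-change of 0.96 (adjusted p = 0.0408 from limma, 0.0237 with the replicate block) and an FDR of 0.0506 in the authors' deposited table. With each library left out in turn, the log2 fold-change ranged from 0.80 to 1.24 and the adjusted p-value reached 0.149.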
